# Deletion of the *MAD2L1* spindle assembly checkpoint gene is tolerated in mouse models of acute T-cell lymphoma and hepatocellular carcinoma

**DOI:** 10.7554/eLife.20873

**Published:** 2017-03-20

**Authors:** Floris Foijer, Lee A Albacker, Bjorn Bakker, Diana C Spierings, Ying Yue, Stephanie Z Xie, Stephanie Davis, Annegret Lutum-Jehle, Darin Takemoto, Brian Hare, Brinley Furey, Roderick T Bronson, Peter M Lansdorp, Allan Bradley, Peter K Sorger

**Keywords:** chromosomal instability, aneuploidy, spindle checkpoint, karyotype heterogeneity, Mad2, Human, Mouse

## Abstract

Chromosome instability (CIN) is deleterious to normal cells because of the burden of aneuploidy. However, most human solid tumors have an abnormal karyotype implying that gain and loss of chromosomes by cancer cells confers a selective advantage. CIN can be induced in the mouse by inactivating the spindle assembly checkpoint. This is lethal in the germline but we show here that adult T cells and hepatocytes can survive conditional inactivation of the Mad2l1 SAC gene and resulting CIN. This causes rapid onset of acute lymphoblastic leukemia (T-ALL) and progressive development of hepatocellular carcinoma (HCC), both lethal diseases. The resulting DNA copy number variation and patterns of chromosome loss and gain are tumor-type specific, suggesting differential selective pressures on the two tumor cell types.

**DOI:** http://dx.doi.org/10.7554/eLife.20873.001

## eLife digest

An estimated 350 billion of the cells in the human body are dividing at any given moment. Every cell division requires the 46 chromosomes in the cell, which store the genetic information that the cell needs to survive, to be copied and distributed evenly between the two new cells. Sometimes mistakes in cell division can result in cells that have the wrong number of chromosomes – a state called aneuploidy.

Aneuploidy is rare in healthy cells but occurs in over 75% of cancers. It is the result of a process called chromosomal instability that often leads to the death of healthy cells. However, it is not well understood how aneuploidy affects how cancer cells develop or behave.

Mice are commonly used to investigate cancer because they have many genetic similarities with humans. To better understand the relationship between aneuploidy and cancer, Foijer, Albacker et al. engineered mice in which they could induce aneuploidy in liver cells and immune cells called T-cells. This modification accelerated the formation of liver cancer and lymphoma – a cancer of the immune system. The number of chromosomes in the cells of these cancers varied greatly, demonstrating that these cells experience constant chromosomal instability. Overall, this suggests that aneuploidy increases the likelihood of cancer developing.

The mouse cancer cells closely resemble their human counterparts, and so could potentially be used to test new cancer drugs. In the future, developing new therapies that selectively target aneuploid cells could result in cancer treatments that have fewer side effects than existing treatments.

**DOI:** http://dx.doi.org/10.7554/eLife.20873.002

## Introduction

Aneuploidy, the presence of an abnormal number of chromosomes in a cell, is a hallmark of solid tumors and in human cancers is frequently an indicator of poor prognosis. Genomic instability has the potential to promote loss of tumor suppressors and increases in oncogene copy number, thereby driving tumorigenesis. However, experiments in non-transformed cells show that chromosome imbalance imposes a physiological burden that reduces cell fitness (Torres et al., 2007; Williams et al., 2008; Kops et al., 2004; Mao et al., 2003). Primary murine embryonic fibroblasts (MEFs) engineered to carry an extra chromosome grow more slowly than wild-type cells and exhibit significant changes in metabolism. The same is true of cells from Down syndrome patients, which carry a supernumerary chromosome 21 (Williams et al., 2008; Jones et al., 2010). It remains poorly understood how the oncogenic effects of genomic instability as a driver of gene gain and loss, and the burden of aneuploidy in reducing fitness play out in real tumors. It has been suggested that tumors experience a burst of chromosome instability (CIN) leading to the emergence of clones with greater oncogenic potential but that CIN is then suppressed so that cancer cells maintain a relatively stable karyotype (Lengauer et al., 1997; Wang et al., 2014). This model of ‘genome restabilization’ is supported by statistical analysis of tumor karyotype across large numbers of human cancer genomes including identification of a common cancer karyotype, overlaid by tissue-specific differences, in genomic data from The Cancer Genome Atlas (Davoli et al., 2013). In addition, aneuploidy appears most common in areas of the genome having more oncogenes and tumor suppressors, implying positive selection. Conversely, however, many solid tumors are genetically heterogeneous, suggesting that CIN is not fully suppressed in growing tumors (Nicholson and Cimini, 2013).

Mouse models of CIN provide an excellent tool for studying the role of aneuploidy in tumorigenesis. One method to induce CIN is to disrupt the spindle assembly checkpoint (SAC). The SAC senses the presence of maloriented or detached kinetochores and blocks exit from mitosis until pairs of sister chromatids achieve the bipolar geometry that is uniquely compatible with normal chromosome disjunction (Jallepalli and Lengauer, 2001; Taylor et al., 2004; Rieder et al., 1995). Studying the SAC in mice is complicated by the fact that germline deletion of murine SAC genes is lethal by ~E10.5 (Li et al., 2009; Dobles et al., 2000; Babu et al., 2003; Baker et al., 2004; García-Higuera et al., 2008; Iwanaga et al., 2007; Perera et al., 2007; Putkey et al., 2002; Wang et al., 2004). As a result, most studies of SAC knockouts to date have employed heterozygous animals or hypomorphic alleles, resulting in weak and sporadic tumor development at long latencies (Iwanaga et al., 2007; Burds et al., 2005; Dai et al., 2004; Michel et al., 2001). We have previously shown that deletion of Mad2l1 (HUGO MD2L1; UniProt Q9Z1B5), an essential component of the SAC, is tolerated by murine interfollicular epidermal cells, which terminally differentiate to form the outer layers of the skin, but not by hair follicle bulge stem cells, a specialized self-renewing cell type required for hair follicle maintenance (Foijer et al., 2013). These findings support the idea that a functional SAC is required in cells undergoing repeated division, but not necessarily in differentiated cells with limited proliferative potential. The implications for cancer are unclear, since cancers grow from one or a small number of cells which must divide many times to create a macroscopic tumor.

In this paper we describe an analysis of tumorigenesis in mice carrying a conditional Mad2l1 deletion in a highly proliferative cell type (T-cells) and in a second cell type in which proliferation is induced by injury (hepatocytes). To tolerize cells to checkpoint loss we also introduced conditional deletions or mutations in Trp53. We found that T-cells and hepatocytes survive checkpoint loss in both the presence and absence of Trp53 mutation but that Trp53 mutations promote oncogenesis (Jacks et al., 1994; Purdie et al., 1994; Donehower et al., 1992). In T-cells, loss of Mad2l1 and Trp53 causes rapidly growing acute lymphoblastic leukemia (T-ALL) and in hepatocytes it causes progressive disease that ends in lethal hepatocellular carcinoma (HCC). Single-cell sequencing shows that Mad2l1-null T-ALLs experienced an elevated rate of chromosome mis-segregation relative to normal T cells and murine T-cells in which the SAC is partially inactivated by truncation of Mps1 (Mps1 is another SAC component; (Bakker et al., 2016; Foijer et al., 2014). In contrast, when Mad2l1-null T-ALLs and HCCs were assayed at a population level using array-based comparative genomic hybridization (aCGH) recurrent and tissue-specific patterns of chromosome loss and gain were observed. The differences between single-cell and population-level measures of aneuploidy are most parsimoniously explained by postulating that Mad2l1-null tumors experience ongoing CIN but that specific aneuploid genomes predominate in a tumor as a result of tissue-specific selection.

## Results

### Conditional inactivation of Mad2l1 in thymus and liver

To cause CIN in a tissue-restricted fashion, we engineered a conditional flanked-by-LOX allele of *Mad2l1* (*Mad2l1^f^*). LoxP sites were inserted upstream of exon 2 and downstream of exon 5 so that Cre expression would result in deletion of ~90% of the *Mad2l1* ORF (*Mad2l1**^Δ^***; Figure 1A and Figure 1—figure supplement 1a). Correct targeting of the construct in ES cells was confirmed by Southern blotting (Figure 1—figure supplement 1b). By crossing *Mad2l1^f^* and *Lck-Cre* transgenic animals we induced recombination of *Mad2l1^f^* in CD4^–^ CD8^–^ T cells (Molina et al., 1992) and by crossing with *Alb-Cre* carrying mice we induced *Mad2l1^f^* recombination in developing hepatocytes (Weisend et al., 2009), a post-mitotic cell type that normally exhibits polyloidy (Duncan et al., 2010). In both tissues, genotyping showed that Mad2l1 excision was efficient (Figure 1B,C). We generated a tumor-sensitized background by crossing *Cre* transgenic *Mad2l1^f/f^*and FLOX-Trp53 (*Trp53^f^*) mice (Jonkers et al., 2001); Trp53 loss has been shown to promote survival of Mad2l1-deficient murine cells (Burds et al., 2005).

**Figure 1.**
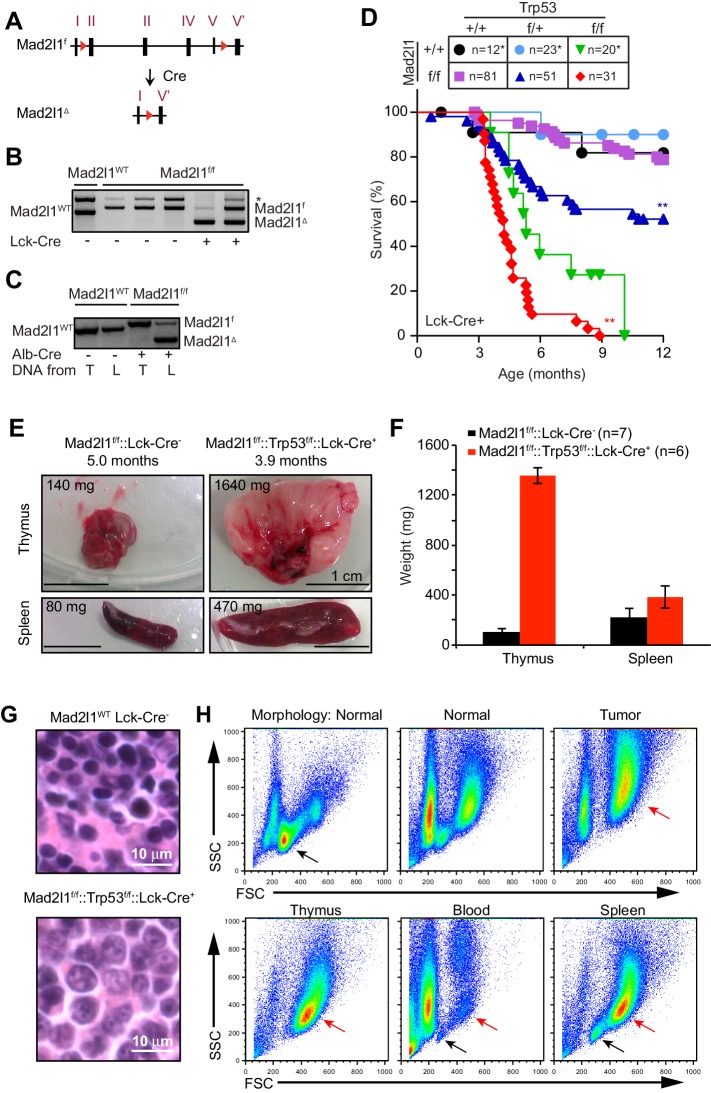
Tissue specific loss of Mad2l1 leads to T-cell acute lymphoblastic lymphoma in T cells in a permissive Trp53^null^ background. (**A**) Schematic overview of the Mad2l1 conditional allele before and after Cre-mediated recombination. The red triangles refer to the loxP sites that surround exon 2 to exon 5; roman numerals refer to exons. (**B, C**) PCR for Mad2l1 genotypes and recombination of the *Mad2l1^f^* allele in (B) thymocytes and (C) liver tissue (L) or tail tissue (T). (**D**) Kaplan Meier plots showing survival of the indicated genotypes for *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* compared to control mice. Statistical tests for compared *Mad2l1^f/f^* and *Mad2l1^+/+^* having same *Trp53* genotype, **p<0.01 (Mantel-Cox test). Control curves (*Lck-Cre::Trp53^f/f^*and *Lck-Cre*) were same animals as used in Foijer et al. (2014). (**E**) Images showing enlarged thymus and spleen in a *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* mouse compared to a healthy control. (**F**) Average thymus and spleen weights for tumor-bearing *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* mice compared to unaffected control mice. (**G**) Representative H&E staining of control thymus (upper panel) and *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* acute T acute lymphoblastic lymphoma sample with staining indicating an undifferentiated cell state (lower panel). Scale bar 10 microns. (**H**) Forward and side scatter (FSC, SCC) plots for normal (appearing) thymuses and a T-ALL showing the emergence of a larger blasting population, before thymus size increased (upper panels). FSC and SCC plots for thymus, blood and spleen of a tumor-bearing mouse, showing blasting cells in thymus and spleen, but not blood (lower panels). **DOI:** http://dx.doi.org/10.7554/eLife.20873.003

**Figure 1—figure supplement 1.**
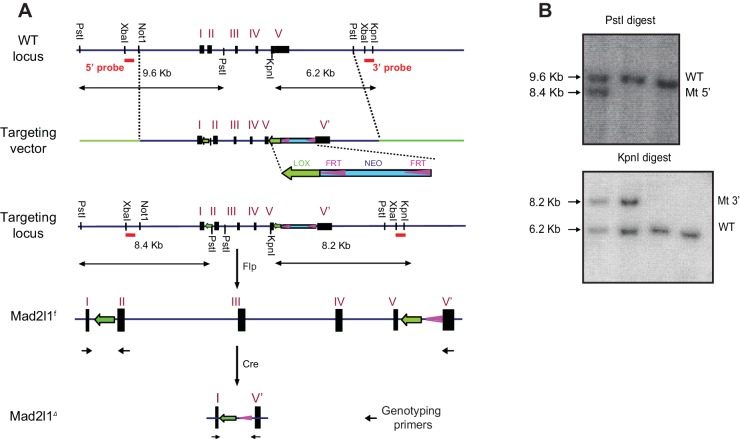
Complete Targeting Vector and Generation of *Mad2l1^f/f^* Mice. (**A**) Targeting vector and locus with restriction site changes highlighted. Recombination of floxed allele results in excision of exons 2–5. Arrows indicate PCR primer sites. (**B**) Restriction digest and outhern blot showing correct recombination at the murine *Mad2l1^f/f^* locus. **DOI:** http://dx.doi.org/10.7554/eLife.20873.004

**Figure 1—figure supplement 2.**
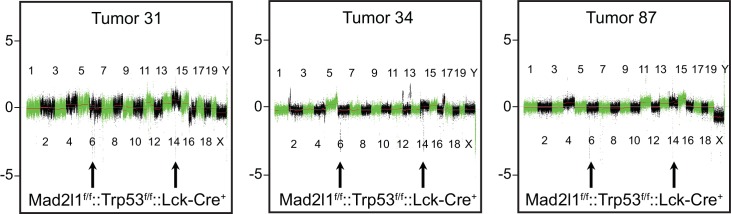
Representative array CGH profiles for 3 *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* tumors showing clonal loss at the TCR loci on chromosomes 6 and 14 indicating tumor clonality. **DOI:** http://dx.doi.org/10.7554/eLife.20873.005

### Mad2l1 loss causes aggressive lymphoma and hepatocellular carcinoma in a Trp53 deficient background

*Lck-Cre::Mad2l1^f/f^::Trp53^+/+^* mice did not experience malignancies within the first year of life (Figure 1D) and adult T cells from these animals developed normally, suggesting that T cells are tolerant of *Mad2l1* loss. On a Trp53-heterozygous background (a *Lck-Cre::Mad2l1^f/f^::Trp53^f/+^* genotype) loss of Mad2l1 resulted in death of ~50% of animals by ~8 mo. (from T-ALL, see below) whereas control animals heterozygous for a Trp53 deletion but carrying wild type Mad2l1 had the same lifespan as wild-type littermate controls (Figure 1D; blue lines, p<0.01). On a Trp53-homozygous deletion background, loss of Mad2l1 (*i.e.* an *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* genotype) resulted in rapid disease progression with half of double mutant animals dead by ~4 mo. (Figure 1D; red line). Double mutant mice experienced a statistically significant acceleration in cancer development relative to mice homozygous for Trp53 deletion, which itself is known to be highly tumorigenic in thymocytes (Figure 1D; compare green and red lines, p<0.01).

Dyspnea (labored breathing) was observed shortly before the death of Mad2l1-mutant animals, consistent with thymic hypertrophy. Post-mortem analysis of tissues revealed a ~10–15 fold increase in the average mass of the thymus and 70% increase in the mass of the spleen (Figure 1E,F). Histological analysis of thymi demonstrated the presence of rapidly dividing blasts with irregular nuclei and abnormal DNA, consistent with lymphoma (Figure 1G, compare top and bottom panels). We conclude that Mad2l1 and Trp53 loss cooperate in oncogenic transformation of T-cells and that the combination is rapidly lethal.

To characterize cellular defects in double knockout mice, ~20 *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* animals were euthanized prior to the appearance of dyspnea and thymocytes then analyzed. FACS showed that thymi from these animals contained numerous dividing and undifferentiated (blasting) cells in comparison to thymi from control animals (Figure 1H; blasts, red arrow, normal cells black arrow). In ~10% of *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* animals thymi were macroscopically normal but they also contained an abnormal number of dividing and undifferentiated cells showing that this phenotype was fully penetrant. In most animals, the spleen also contained blasting cells and was enlarged, suggesting metastasis of T-cells to this organ (Figure 1H compare blasting population highlighted by red arrow in lower right panel with blasting cells in thymus). However, blasts were not observed in the peripheral blood (Figure 1H bottom center panel). These and related data show that the majority of *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* animals suffered from poorly differentiated CD4^+^ and CD8^+^ T-acute lymphoblastic lymphoma (T-ALL) while a subset suffer from more differentiated CD4^+^ or CD8^+^ T-ALL as described previously for Trp53^null^ thymic lymphoma (Donehower et al., 1995). Array-based comparative genomic hybridization (CGH) analysis of TCR α and β loci on chromosomes 14 and 6 revealed a single dominant rearranged TCR in each animal implying that T-ALLs were clonal (see Figure 1—figure supplement 2, array CGH data was deposited at GSE63686 in NCBI GEO). In sum, these data demonstrate synergy between loss of Mad2l1 and Trp53 in the transformation of T-cells to malignant T-ALL and show that tumors grow large enough to kill animals while remaining clonal at TCR loci. Mad2l1-null cells must therefore proliferate extensively subsequent to a tumor-initiating genetic event (a common characteristic of cancer).

The lifespan of animals carrying a conditional knockout of Mad2l1 in hepatocytes (*Alb-Cre::Mad2l1^f/f^::Trp53^+/+^* mice) was unchanged relative to wild-type littermates (Figure 2A) but double mutant animals deleted for Mad2l1 and one or both Trp53 alleles (*Alb-Cre::Mad2l1^f/f^::Trp53^f/+^* and *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* mice) died significantly younger than littermate *Mad2l1^+/+^::Trp53^+/+^* controls (p<0.01 and p<0.001 respectively). In contrast, liver-specific deletion of one or both *Trp53* alleles in Mad2l1-wild type animals had no detectable impact on lifespan (Figure 2A; *Trp53^f/+^* blue lines, p<0.01; *Trp53^f/f^* red and green lines, p<0.001) consistent with previous data showing that Trp53 loss is only mildly oncogenic in hepatocytes (Harvey et al., 1993). Post-mortem analysis of *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* and *Alb-Cre::Mad2l1^f/f^::Trp53^f/+^* animals revealed the presence of one or more liver tumors per mouse. In many cases these tumors were so large and invasive that the tri-lobular structure of the liver was unrecognizable (Figure 2B).

**Figure 2.**
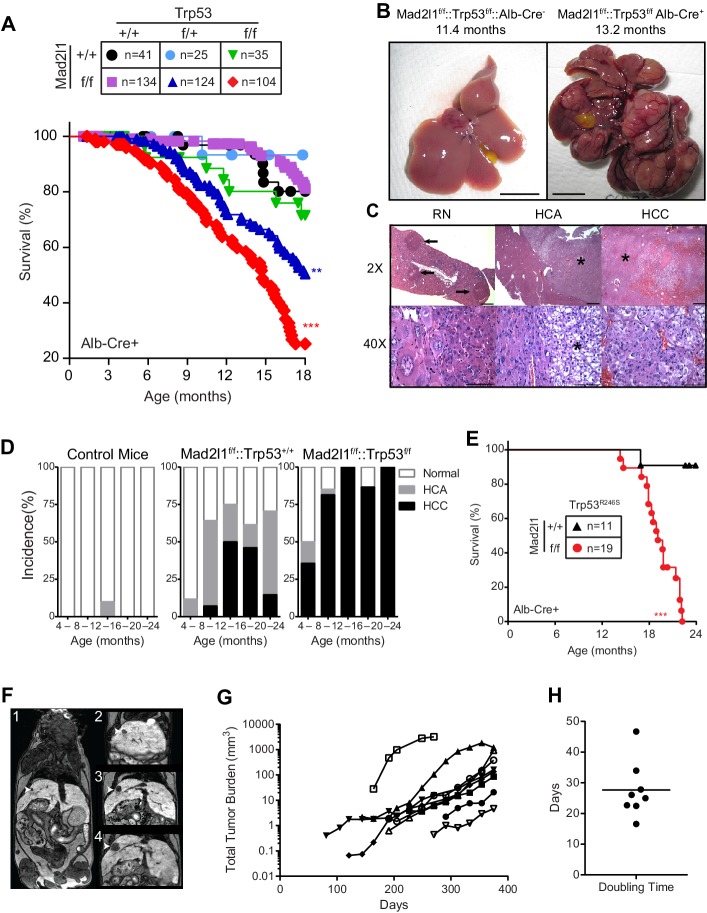
Loss of Mad2l1 in hepatocytes results in multifocal hepatocellular carcinoma. (**A**) Kaplan Meier plots showing survival of the indicated genotypes for *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* compared to control mice. Statistical tests compared *Mad2l1^f/f^::Trp53^f/f ^*and *Mad2l1^f/f^::Trp53^f/+^* to *Mad2l1^+/+^::Trp53^+/+^* mice, **p<0.01, ***p<0.001 (Mantel-Cox test). (**B**) Images showing multifocal disease in a *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* mouse compared to a healthy control. (**C**) Histological sections from *Alb-Cre::Mad2l1^f/f^::Trp53^+/+^* mice. Left panels show regenerative nodules (RN) marked by black arrows in low magnification field and cells in one nodule at high magnification. Centre panels show an HCA marked by the asterisk. Right panels show an HCC marked by an asterisk (top) or the entire field (bottom). Scale bars in top fields 1 mm, bottom fields 0.1 mm. (**D**) Incidence of HCA and HCC in the livers of Control (*Mad2l1^+/+^::Trp53^+/+^* or *Alb-Cre^–^*), *Alb-Cre::Mad2l1^f/f^::Trp53^+/+^*, and *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^*. (**E**) Kaplan Meier plot showing survival of *Alb-Cre::Mad2l1^f/f^::Trp53^R246S^* mice compared to control. ***p<0.001 (Mantel-Cox test). (**F**) Representative MRI images of an *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* with a tumor (white arrow) over time in weeks. EOVIST is used as a contrast agent and tumors exclude the reagent and are dark. (**G**) Volumetric measurements of tumors over time. Each symbol represents a different mouse. (**H**) Doubling time as determined by semi-log regression of data in (**G**). **DOI:** http://dx.doi.org/10.7554/eLife.20873.006

**Figure 2—figure supplement 1.**
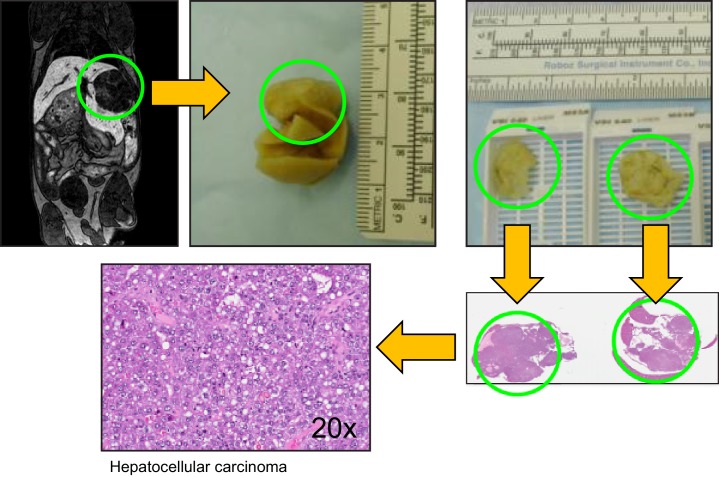
Characterizing aneuploid T-ALLs and HCCs. Workflow from MRI imaging to histological examination of liver malignancies. **DOI:** http://dx.doi.org/10.7554/eLife.20873.007

In the case of single-mutant *Alb-Cre::Mad2l1^f/f^* animals, widespread liver damage and formation of regenerative nodules was evident by ~4 mo. of age. Regenerative nodules are non-neoplastic sites of liver proliferation and repair commonly present following liver damage. By 8–12 mo. of age benign hepatocellular adenoma (HCA) was evident in >50% of animals (~5% of wild type animals also had HCA, which is normal for this genetic background [Leenders et al., 2008]) and by 12–16 mo. half of mice had hepatocellular carcinoma (HCC; Figure 2C). Thus *Alb-Cre::Mad2l1^f/f^* mice experienced benign and malignant liver cancer at high penetrance. Deletion of *Trp53* on this background (*Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* animals; Figure 2D) dramatically accelerated the onset of cancer, with 75% of 8–12 mo. old animals exhibiting HCC, occasionally in combination with HCA or cholangiocarcinoma (Table 1). Note that the reduction in the proportion of HCC *Alb-Cre::Mad2l1^f/f^*mice in the cohort older than 16 mo. arises simply because tumor-bearing animals die at an accelerated rate leaving behind disease-free animals. This is less obvious for *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* animals because nearly all of them eventually get HCC (so increasing death is matched by increasing disease prevalence).

**Table 1.** Incidence of HCA, HCC, and CC (cholangiocarcinoma) in *Alb-Cre::Mad2l1::Trp53* mice. The HCA/CC column describes the number of mice with HCC that also have HCA or CC. **DOI:** http://dx.doi.org/10.7554/eLife.20873.008

	4–8 (Mo)				8–12 (Mo)			12–16 (Mo)			16–20 (Mo)			20–24 (Mo)			
	HCA	HCC	HCA	CC	HCA	HCC	HCA	HCA	HCC	HCA	HCA	HCC	HCA	HCA	HCC	HCA	CC
			CC				CC			CC			CC			CC	
*Mad2l1^f/f^: :Trp53^+/+^*	2/17	0/17	/	0/17	8/14	1/14	/	1/4	2/4	/	2/13	6/13	5/6	19/34	5/34	3/5	0/34
			/				/			/							
*Mad2l1^f/f^: :Trp53^f/f^*	2/14	5/14	2/5	1/14	1/27	22/27	8/22	0/9	9/9	4/9	0/15	13/15	6/13	0/4	4/4	1/4	0/4
			2/5				/			1/9						2/4	
*Mad2l1^f/f^: :Trp53^f/+^*	2/12	2/12	1/2	1/12	2/17	3/17	1/3	0/8	5/8	3/5	11/25	12/25	6/12	3/10	5/10	3/5	0/10
			/				2/3						2/12				
*Mad2l1^f/+^: :Trp53^f/f^*	0/10	0/10	/	0/10	0/10	0/10	/	0/1	0/1	/	1/11	2/11	/	2/13	4/13	1/4	1/13
			/				/			/			1/2			2/4	
*Mad2l1^f/+^: :Trp53^f/+^*	0/13	0/13	/	0/13	0/7	0/7	/	0/3	0/3	/	2/8	0/8	/	0/8	2/8	/	0/8
			/				/			/			/			/	
*Mad2l1^f/+^: :Trp53^+/+^*	0/15	0/15	/	0/15	0/6	0/6	/	0/3	0/3	/	1/8	0/8	/	2/13	2/13	1/2	0/13
			/				/			/			/				
*Mad2l1^+/+^: :Trp53^f/f^*	0/2	0/2	/	0/2	0/4	0/4	/	0/2	1/2	1/2	3/10	2/10	1/2	0/1	1/1	/	0/1
			/				/			1/2			/			/	
*Mad2l1^+/+^: :Trp53^f/+^*	NA	NA		NA	NA	NA		0/2	0/2	/	0/4	0/4	/	0/1	0/1	/	0/1
*Mad2l1^+/+^: :Trp53^+/+^*	0/3	0/3	/	0/3	0/2	0/2	/	0/3	0/3	/	0/3	0/3	/	0/4	0/4	/	0/4
*Alb-cre^–^*	0/6	0/6	/	0/6	0/9	0/9	/	1/7	0/7	/	NA	NA		NA	NA		NA

People living in areas of the globe in which hepatotoxic agents are endemic often suffer from HCC that involves a dominant-negative Trp53-R249S mutation (Yin et al., 1998; Hsu et al., 1991; Lee and Sabapathy, 2008). When we crossed the murine analog of this mutation (Trp53-R246S) into Mad2l1-mutant animals (*Alb-Cre::Mad2l1^f/f^::Trp53^R246S^* mice; [Yin et al., 1998]) we observed early death and extensive HCC (*Alb-Cre::Mad2l1^f/f^::Trp53^R246S^* vs. *Alb-Cre:Trp53^R246S^* littermates; p<0.001; compare Figure 2A and E, red lines). Such animals therefore recapitulate a known feature of human disease. We conclude that Mad2l1 deletion in hepatocytes is sufficient to cause HCC but that tumor formation is significantly accelerated by deletion of Trp53 or introduction of a mouse analog of a Trp53 mutation commonly observed in human liver cancer.

To analyze disease progression in *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* animals we used magnetic resonance imaging with EOVIST as a contrast reagent. EOVIST-excluding regions were confirmed to be tumors by fixing livers immediately after MRI followed by serial sectioning and H&E histology of the same region of the tissue (Figure 2—figure supplement 1). In nine animals examined (a total of 32 tumors) we observed that tumor volume increased approximately exponentially (Figure 2F,G) with an average doubling time of ~28 days (Figure 2H). Moreover, imaging revealed that the number of tumors in each animal increased with age so that by 12 mo. an average of 3 morphologically distinct tumors were present in each animal (range 1–7; n = 9). We conclude that liver cancer induced by loss of Mad2l1 and Trp53 results in progressive multi-focal cancer and that tumors grow exponentially once established. This resembles human HCC, which is also multi-focal and progressive.

### Mad2l1 deletion abrogates the SAC in vivo and in vitro and yields SAC-deficient tumors

Although we have previously shown that partially inactivating the SAC via truncation of Mps1 in T-cells accelerates Trp53-induced lymphomagenesis (Foijer et al., 2014), the observation that Mad2l1-null T-ALLs and HCCs can grow rapidly is surprising. Germline deletion of murine Mad2l1 is lethal and RNAi-mediated depletion of Mad2l1 in cancer cells results in mitotic catastrophe and cell death within approximately six cell doublings (Kops et al., 2004; Dobles et al., 2000). To establish that the Mad2l1 locus was in fact lost in tumor cells and that no RNA or protein was expressed, we analyzed DNA structure by genomic PCR (Figure 3A) and aCGH (Figure 3B), mRNA levels using qPCR (Figure 3C), and protein levels by Western blotting of tumor samples (Figure 3D). In all but one T-ALL tumor from *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* animals (tumor 33, in which switching was incomplete and protein present) *Mad2l1* DNA, mRNA, and protein were below the level of detection. In the case of HCCs from *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* animals, PCR revealed bands corresponding to both recombined and unrecombined Mad2l1 (*Mad2l1^Δ^* and *Mad2l1^f^*). Probe values by aCGH were generally intermediate between probe values for wild-type cells and Mad2l1-null T-ALLs (compare Figure 3B to Figure 3E). The presence in HCC DNA from recombined and unrecombined Mad2l1^f^ loci is expected since liver comprises multiple cell types and tumors contain high levels of infiltrating Mad2l1-proficient immune cells. Mad2l1-null HCCs were invasive so resected tumors were invariably contaminated with surrounding normal tissue (including tissue in which recombination might have been incomplete). It is difficult to estimate the contribution of such cells to PCR signals, but in a subset of HCCs, *Mad2l1^Δ^* was the dominant PCR product (tumors in lanes 6 and 11 in Figure 3F). It is also possible that cells heterozygous for Mad2l1 deletion can contribute to tumorigenesis. However, germline Mad2l1 heterozygosity did not cause HCC either alone or in combination with Trp53 deletion and we therefore find this explanation less likely (Table 1). Overall we conclude that Mad2l1 protein and mRNA are present in amounts below the level of detection in virtually all T-ALLs and that in some HCCs, the extent of recombination is sufficiently high that some, and perhaps all transformed hepatocytes lack a functional Mad2l1 gene.

**Figure 3.**
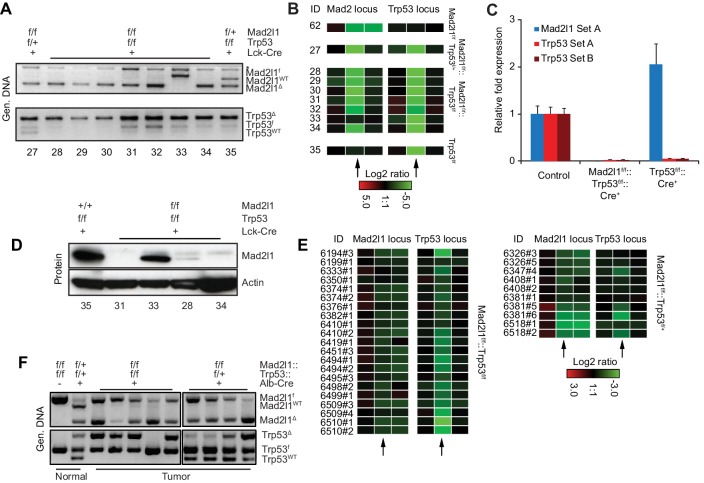
Excision of *Mad2l1* DNA and loss of SAC function in normal and tumor cells. (**A**) Recombination efficiency of *Mad2l1^f^* and *Trp53^f^* alleles in T-ALL samples as measured by genomic PCR. Numbers refer to tumor ID. (**B**) Recombination efficiency at *Mad2l1* and *Trp53* loci in T-ALL or samples as measured by array CGH. Each rectangle represents a single aCGH probe value, three probes values are shown per conditional gene: one probe recognizing the Mad2l1 or Trp53 deleted fragment (middle) and two probes flanking the 5’and 3’ sides of the deleted region. (**C**) Quantitative PCR showing complete deletion of *Mad2l1* (probe A) and *Trp53* (probes A and B) in T-ALL samples. Error bars show SEM for six (*Mad2l1, Trp53*) and three (*Trp53*) tumors (biological replicates). (**D**) Western blots showing loss of Mad2l1 expression in T-ALL samples. (**E**) Recombination efficiency at *Mad2l1* and *Trp53* loci in HCC samples as measured by array CGH. (**F**) Genomic PCR of tumor tissue for WT, FLOX, and recombined alleles of *Mad2l1* and *Trp53*. Black vertical line shows where an empty lane was removed. **DOI:** http://dx.doi.org/10.7554/eLife.20873.009

To demonstrate that recombination in *Mad2l1^f/f^* cells abrogates checkpoint control we established *Mad2l1^f/f^* mouse embryonic fibroblasts (MEFs) from E12.5-E13.5 embryos and infected cells with a retrovirus that expressed doxycycline- (Dox) inducible Cre (Dox-Cre; [Foijer et al., 2014]). Addition of Dox to *Mad2l1^f/f^* MEFs that express Dox-Cre resulted in efficient excision of Mad2l1 as judged by PCR genotyping and Western blotting for Mad2l1 protein (Figure 4A). The resulting Mad2l1-null MEFs could be passaged multiple times in low oxygen conditions. Exposure of wild-type MEFs to nocodazole for 6 hr. increased mitotic index ~20 fold, reflecting checkpoint-dependent detection of microtubule depolymerization and imposition of cell cycle arrest. In contrast, when *Mad2l1^Δ/Δ^* MEFS were exposed to nocodazole, only a modest increase in mitotic index was observed, consistent with a loss of SAC–mediated mitotic delay (Figure 4B and Video 1).

**Figure 4.**
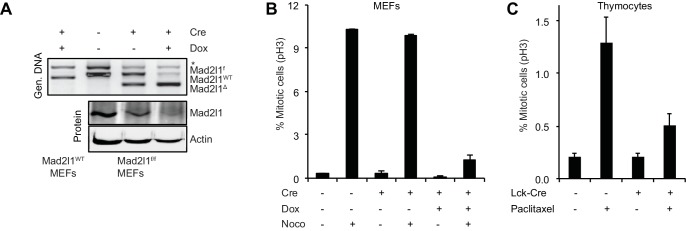
Mad2l1 inactivation in mouse embryonic fibroblasts fully alleviates the spindle assembly checkpoint. (**A**) Recombination efficiency measured by genomic PCR (top) and Western blot (bottom) showing partial to complete Mad2l1 deletion in MEFs following retroviral doxycycline-inducible Cre. Actin serves as loading control. (**B**) Average phospho-Histone H3 staining of dox-inducible Cre-transduced MEFs following 6 hr of nocodazole treatment. Error bars show the SEM of at least two biological replicates. (**C**) Average mitotic index of thymocytes isolated from Paclitaxel or control-injected mice 4–6 hr post-treatment. Error bars show SEM of at least four biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.20873.010

**Video 1.** SAC loss in dox-inducible Cre-transduced *Mad2l1^f/f^* MEFs. Video shows the instant mitotic exit of dox-inducible Cre-transduced *Mad2l1^f/f^* MEFs in the presence of nocodazole, which indicates loss of SAC function. Chromatin is labeled with H2B-GFP. **DOI:** http://dx.doi.org/10.7554/eLife.20873.011

When wild type and *Lck-Cre::Mad2l1^f/f^::Trp53^+/+^* mice were injected with the microtubule stabilizing drug Paclitaxel, the fraction of phospho-H3 positive *CD4^+^CD8^+^* thymocytes (the most rapidly dividing thymic population) increased 6-fold in *Mad2l1*-sufficient animals but only 2.5-fold in Mad2l1-null animals (Figure 4C). Thus, the mitotic checkpoint is functionally impaired in *Mad2l1^Δ/Δ^* thymocytes in vivo, consistent with loss of expression of a protein required for the spindle assembly checkpoint protein. We conclude that loss of SAC function is compatible with rapid growth of both liquid and solid tumors in the mouse.

The partial mitotic arrest observed in *CD4^+^CD8^+^* thymocytes from *Lck-Cre::Mad2l1^f/f^::Trp53^+/+^* animals might reflect the presence of Mad2l1-proficient T-cells in circulation combined with the inability of paclitaxel to impose a strong arrest on wild-type murine thymocytes (so the positive signal is not very high). Alternatively, it is possible that *Mad2l1^Δ/Δ^* thymocytes are partially responsive to microtubule depolymerization and retain some SAC function. We are as-yet unable to distinguish between these possibilities. Despite attempts to raise suitable anti-mouse Mad2l1 antibodies or purchase them from commercial suppliers, we have been unable to perform sufficiently good immunofluorescence microscopy against murine Mad2l1 to determine whether the subset of thymocytes that arrest in the presence of paclitaxel express Mad2l1. Further development of single-cell methods will be needed to resolve this issue.

### Recurrent but tissue-specific CNVs and patterns of whole chromosomes aneuploidy

To study changes in the genome accompanying Mad2l1 deletion we performed genome-wide aCGH and microarray transcriptome analysis of T-ALL and HCCs (see Materials and methods, NCBI GEO, GSE63689). T-ALLs had a median of 3 whole chromosome loss or gain events per tumor, whereas HCCs had a median of 2 (Figure 5A, p>0.05). Loss of Chr13 was frequent in both tumor types (Figure 5B,C; green point in Figure 5C) as was gain of Chr15 (Figure 5B,C; red point in Figure 5C) which was also the most common whole-chromosome aneuploidy overall. Chromosomes also exhibited tissue-specific patterns of loss and gain: T-ALLs frequently gained Chr4 and Chr12 while HCCs lost these chromosomes (Figure 5B,C; Chr4: p<0.001, Chr12: p<0.01, blue points in 4E). In contrast, Chr18 exhibited preferential gain in HCCs but loss in T-ALLs (Figure 5B,C; p<0.001, blue points in Figure 5C; aCGH of individual tumors is shown in Figure 5—figure supplement 1A for T-ALLs and Figure 5—figure supplement 1B for HCCs). One known effect of aneuploidy is to alter mRNA expression through gene dosage. On a per-chromosome basis we observed statistically significant correlation between chromosome ploidy and levels of mRNA expression from genes expressed on that chromosome (Figure 5D,E). However, the genes that were differentially expressed in HCC and T-ALL were not the same. This was true even for genes expressed on Chr15, which was gained in both HCC and T-ALL (Figure 5F,G). When we used Webgestalt (Zhang et al., 2005) to determine whether the same pathways were affected in T-ALLs and HCC, the only common denominators were metabolic pathways, in agreement with earlier findings showing that aneuploidy disrupts metabolism in multiple organisms (NCBI GEO GSE63689) (Williams et al., 2008; Torres et al., 2007; Foijer et al., 2014). We conclude that deletion of Mad2l1 results in loss and gain of whole chromosomes in both HCC and T-ALL but that the pattern of gain and loss is tissue specific, most likely due to changes in gene expression that are themselves tissue-specific. Moreover, even when the same chromosome is gained in HCC and T-ALL, the genes that exhibit differential expression are not the same.

**Figure 5.**
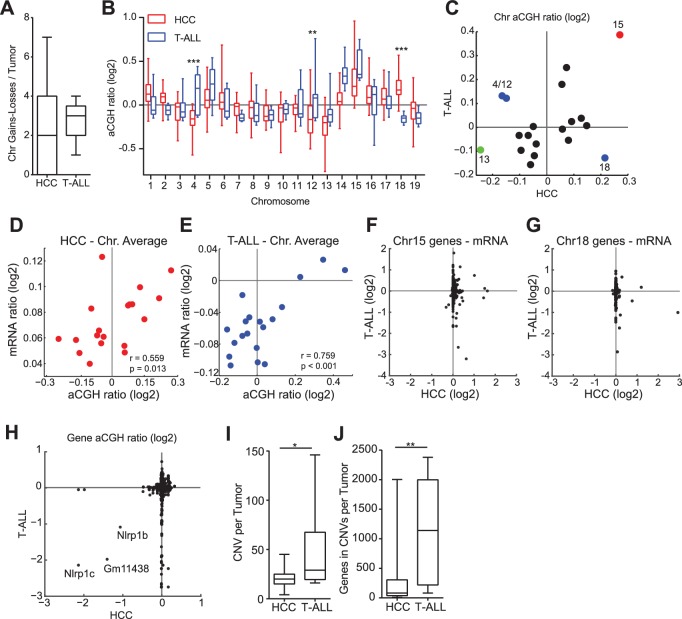
Aneuploidy events are a recurrent genetic lesion in T-ALLs and HCCs. (**A**) Box and whiskers plot of whole chromosome gain-loss events in tumors, scored by averaging the log2 ratio of aCGH fluorescence from tumor over normal (aCGH ratio) for each chromosome with a ±0.3 cut-off. Line – median, Box – interquartile range, Whisker – range. (**B**) Box and whiskers plot of the aCGH ratio for each chromosome. Two-way ANOVA, Bonferroni post-test **p<0.01, ***p<0.001 (**C**) Scatter plot showing average chromosome aCGH ratio of HCC and thymus tumors. Gain of Chr15 (red), loss of Chr13 (green), and tissue specific gain or loss of Chr4, Chr12, and Chr18 (blue). (**D, E**) Scatter plots of average chromosome aCGH ratio plotted against average mRNA ratio for (**D**) HCC and (**E**) T-ALL. r is the Pearson Correlation with indicated P value. (**F, G**) Expression analysis of genes on chromosome 15 (**F**) and chromosome 18 (**G**) comparing HCC and T-ALL samples. (**H**) Scatter plot showing chromosome normalized aCGH ratio for every gene in HCC and T-ALL. The three listed genes are likely hybridization artifacts due to a mixed 129/C57BL6 background. (**I, J**) Number of focally amplified or deleted regions per tumor (**I**) and the number of genes amplified or deleted per tumor (**J**) scored with ±0.3 cut-off for the chromosome normalized aCGH ratio. *p<0.05, **p<0.01, Mann-Whitney Test comparing T-ALL and HCC. **DOI:** http://dx.doi.org/10.7554/eLife.20873.012

**Figure 5—figure supplement 1.**
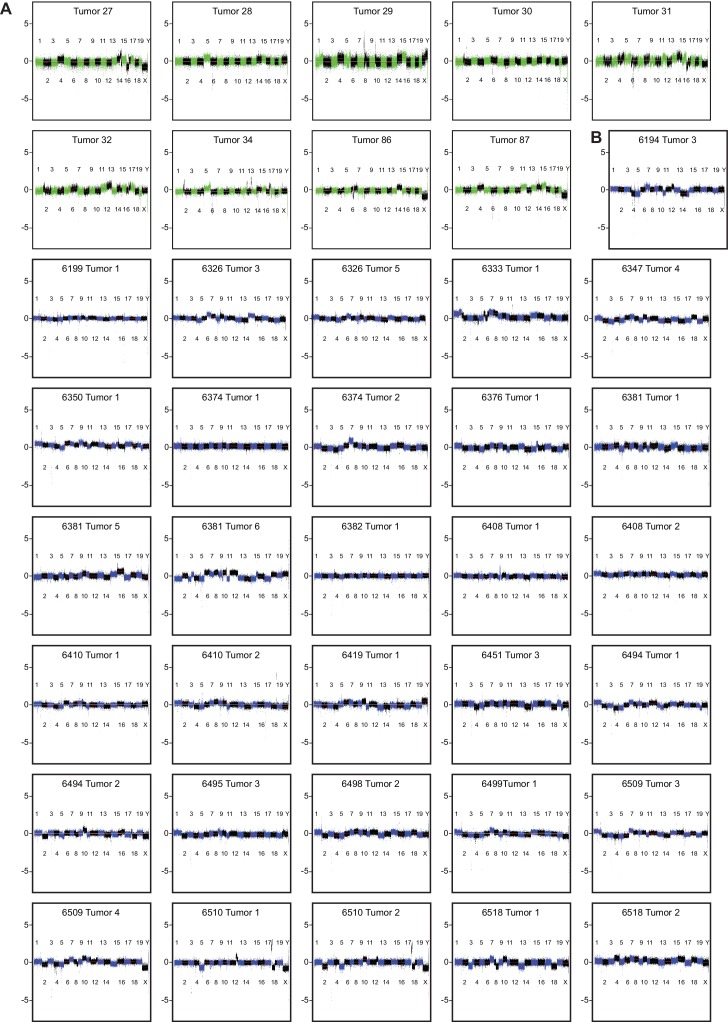
Copy number changes in T-ALL and HCC as assessed by aCGH. (**A, B**) Individual aCGH plots for T-ALLs (**A**) and HCCs (**B**) showing chromosome copy number alterations for individual tumors. **DOI:** http://dx.doi.org/10.7554/eLife.20873.013

**Figure 5—figure supplement 2.**
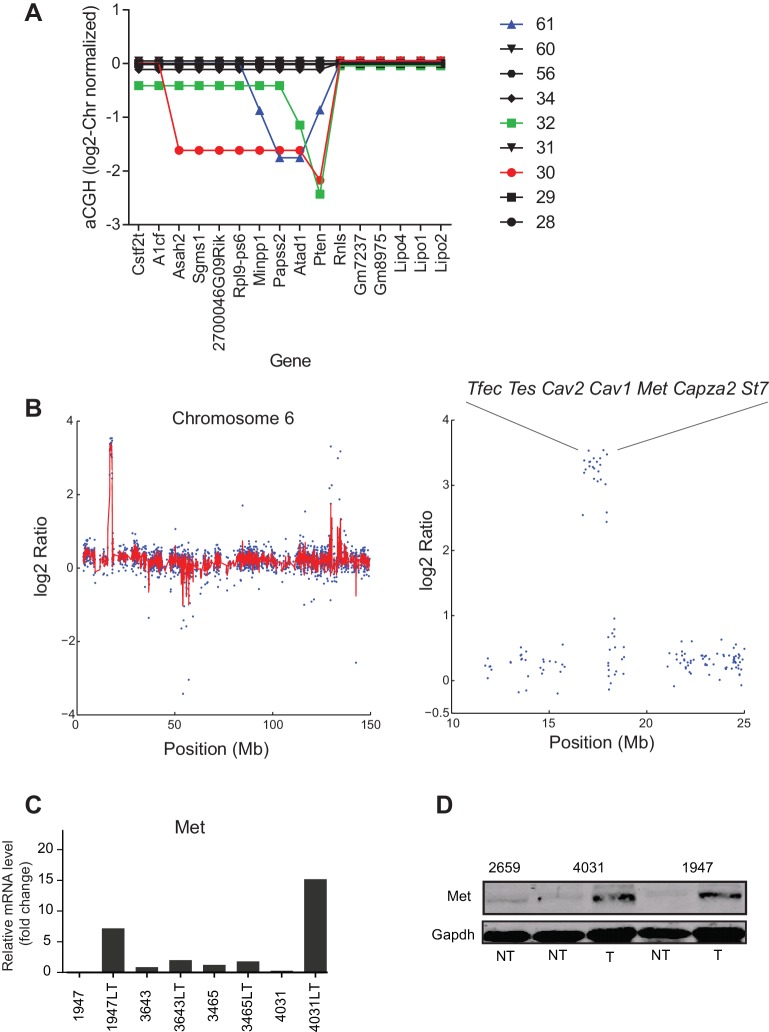
T-ALL and HCC specific CNVs. (**A**) Graph of the chromosome normalized aCGH ratio for the genomic region around *Pten* for T-ALL samples. Colored lines have deletions in *Pten*. (**B**) Graph of the normalized aCGH ratio for Chr6 (left) focused on the genomic region around *Met* (right). Blue dots are individual aCGH probes. Red line is a moving average of 3 adjacent probes. (**C, D**) *Met* is over expressed by (**C**) mRNA as measured by quantitative PCR, mouse number indicates normal while mouse number + LT indicates tumor, and (**D**) protein as measured by Western Blot. NT is normal tissue, T is tumor tissue. **DOI:** http://dx.doi.org/10.7554/eLife.20873.014

For both T-ALL and HCC aCGH revealed recurrent copy number variants (CNVs), focal changes in chromosome structure, some of which included known oncogenes and tumor suppressors. We found that ~30% of T-ALLs carried a 1–8 gene deletion spanning *Pten* (Figure 5—figure supplement 2A), a negative regulator of the PI3 kinase and 5–10% of HCCs carried an amplification in *Met*, a known oncogene in human HCC (Zender et al., 2006). In the latter case, we confirmed that Met RNA and protein were over-expressed (Figure 5—figure supplement 2B–D). We detected no consistently amplified or deleted genes common to both thymus and liver tumors: three possible candidates uncovered by aCGH proved to be artifacts arising from our use of a mixed 129 x C57BL/6 background (Boyden and Dietrich, 2006) (Figure 5H). Moreover, the overall structure and pattern of gene amplifications and deletions appeared to differ in the two tumor types. Focal CNVs were more frequent in T-ALL than HCC: T-ALLs carried a median of 29 CNVs per tumor with an average size of ~40 genes per CNV whereas HCCs carried ~20 CNVs per tumor with an average size of ~2–3 genes (both differences were statistically significant, ~p< 0.05 and p<0.01 respectively; Figure 5I,J). This implies either differential selection for CNVs in T cells and hepatocytes or differences in chromosome breakage and rejoining as a consequence of SAC loss. We note a potential complication in the interpretation of this data. Whereas T-ALLs appear to be clonal based on TCR sequence HCCs are likely to be polyclonal even after physical dissociation of tumor masses. The degree of clonality might affect our assessment of CNV characteristics by aCGH (which averages across all cells in the sample). Analysis of additional tumors using single-cell methods will therefore be required to confirm the observation that *Mad2l1* deletion generates CNVs with different sizes in different tissues.

### Ongoing CIN results in tumor progression and intratumor karyotype heterogeneity

Mice lacking Mad2l1 in hepatocytes exhibited a characteristic progression from regeneration nodules to HCA and then HCC. To determine if HCA actually gives rise to HCC in *Alb-Cre::Mad2l1^f/f^::Trp53^f/f^* and *Alb-Cre::Mad2l1^f/f^::Trp53^f/+^* animals, gain and loss of chromosomes was profiled by aCGH in HCA, HCC, and unaffected liver (see Materials and methods, NCBI GEO GSE63689 and GSE63100). 

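Genomic DNA of 4 HCAs, 6 HCCs and 9 unaffected livers was analysed by aCGH, in which labeled DNA of a sample and of a control compete for the probes of an array, so that the ratio of their signals follows the DNA copy number. The samples came from 9 mice, each of which gave 1 unaffected liver. The HCAs came from 4 of these mice and the HCCs from the other 5, with 2 HCCs from mouse 6240. The HCAs were from females aged 12 to 16.9 months, 2 of them Trp53 f/f and 2 of them Trp53 f/+. The HCCs were from mice aged 12.3 to 16.2 months that carried Trp53 R246S, and 3 of the 6 HCCs were from females and 3 from males. HCA and HCC had 0 Trp53 genotypes in common, so tumor type and Trp53 genotype cannot be told apart in their comparison. The arrays were scanned on 3 days, with 2 HCAs and 3 unaffected livers on the first, 2 HCAs, 1 HCC and 2 unaffected livers on the second, and 5 HCCs and 4 unaffected livers on the third. Sample DNA was labeled with Cy5, control liver DNA of the opposite sex with Cy3, and each pair was hybridized to 1 Agilent Mouse Genome CGH array of 243301 spots, whose probes are placed on the mouse genome build NCBI37 at a median spacing of 7822 bp. The authors extracted the signals with Agilent's Feature Extraction software, which subtracted a spatially detrended background and normalized the dyes linearly. They deposited the log10 ratio of the processed signals and the spot intensities of each array. Here, control spots and spots that the software marked as outliers were left out, which removed 0.0692% to 0.290% of the autosomal spots of an array. Spots of the same probe were averaged, and the ratios were converted to log2 and centred on the median of the 221455 autosomal probes of the array. The aCGH ratio of a chromosome was the mean of its probes, and the autosomes held between 6287 and 16650 probes each. The median Cy5 signal of an array was 1.94 to 2.93 times the local background in HCA (median 2.28), 2.60 to 4.95 times in HCC (median 3.41) and 1.84 to 4.83 times in unaffected liver (median 2.49). The median Cy3 signal was 3.06 to 3.38 times the background in HCA (median 3.17), 3.59 to 4.89 times in HCC (median 4.60) and 3.15 to 4.54 times in unaffected liver (median 3.63). The number of arrays per group limits the precision of the group values. Groups were compared by exact, two-sided permutation tests of the difference in means over all splits of the samples, of which there were 715 for HCA against unaffected liver, 5005 for HCC against unaffected liver and 210 for HCC against HCA. Within each comparison, p was adjusted over the 19 autosomes by the Benjamini-Hochberg method, with 0.05 as the threshold.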

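The mean aCGH ratio of Chr15 was 0.39 ± 0.092 (SD, n = 4) in HCA, 0.21 ± 0.16 (SD, n = 6) in HCC and 0.024 ± 0.033 (SD, n = 9) in unaffected liver. Chr15 was higher by 0.37 in HCA than in unaffected liver, and 4 of 4 HCAs lay above every liver (exact permutation test, p = 0.0014, the smallest p that these groups allow, adjusted p = 0.00443). The alternative that moved this difference most was the use of spot signals without background correction, under which it was 0.20 (exact permutation test, adjusted p = 0.00531; over all alternatives the adjusted p ran from 1.98e-09 to 0.183). In HCC, Chr15 was higher than in unaffected liver by 0.19, and 6 of 6 HCCs lay above the mean of the livers and 4 above every liver (exact permutation test, p = 0.0024, adjusted p = 0.0114). With the mouse as a replicate block in limma, Chr15 was higher in HCC by 0.17 and was not past the threshold (adjusted p = 0.0640; over all alternatives from 0.000599 to 0.297). Between HCC and HCA the difference was −0.18, with 6 of 6 HCCs below the mean of the HCAs, and it was not past the threshold (exact permutation test, p = 0.0857, adjusted p = 0.233). For Chr16 the mean aCGH ratios were 0.14 ± 0.23 in HCA, 0.16 ± 0.25 in HCC and −0.044 ± 0.057 in unaffected liver. HCAs were higher than unaffected livers by 0.19, with 3 of 4 HCAs above every liver (exact permutation test, p = 0.0294, adjusted p = 0.0372). This difference was no longer past the threshold under 9 of 20 alternatives, and without the HCA of mouse 5884, which had the highest Chr16 ratio of the HCAs, it was 0.087 (exact permutation test, adjusted p = 0.163). HCCs were higher than unaffected livers by 0.20, with 6 of 6 HCCs above the mean of the livers and 3 above every liver (exact permutation test, p = 0.0108, adjusted p = 0.0342). This difference, too, was no longer past the threshold under 8 of 21 alternatives, and without the HCC of mouse 6602, whose Chr16 ratio was 0.63, it was 0.11 (exact permutation test, adjusted p = 0.0819). Blocked by mouse, the Chr16 difference was 0.16 in HCA (adjusted p = 0.179) and 0.22 in HCC (adjusted p = 0.0640), both from limma. HCC and HCA differed by 0.011 in Chr16 (exact permutation test, p = 0.948, adjusted p = 0.967), a difference whose sign changed under 3 of 19 alternatives. For Chr18 the mean aCGH ratios were 0.24 ± 0.058 in HCA, 0.23 ± 0.26 in HCC and 0.059 ± 0.059 in unaffected liver. The HCAs exceeded the livers by 0.18, with 4 of 4 above the mean of the livers and 2 above every liver (exact permutation test, p = 0.0042, adjusted p = 0.00886), and blocked by mouse in limma they exceeded them by 0.20 (adjusted p = 0.156). The HCCs exceeded the livers by 0.17, with 4 of 6 above the mean of the livers and 3 above every liver, and this was past the threshold only before adjustment (exact permutation test, p = 0.0484, adjusted p = 0.0957). With the 2 HCCs of mouse 6240 averaged, the Chr18 difference in HCC was 0.15 and past the threshold (exact permutation test, adjusted p = 0.0295). The difference of 0.17 was also past the threshold under the paper's test (Tukey, p = 0.0025). That p is adjusted over the 3 group comparisons and not over the 19 autosomes, and it rests on a spread pooled over all autosomes. With it included, adjusted p over all alternatives ran from 0.0025 to 0.492. The HCC of mouse 6240 labeled tumor 2 had the highest Chr18 ratio, 0.70, and without it the difference was 0.076 (exact permutation test, adjusted p = 0.277). Leaving out the other HCC of this mouse, the HCC of mouse 6565 or the unaffected liver of mouse 6240 brought it past the threshold at differences of 0.22, 0.22 and 0.19 (exact permutation test, adjusted p = 0.0427, 0.0393 and 0.0485). HCC and HCA differed by −0.011 in Chr18 (exact permutation test, p = 0.967, adjusted p = 0.967), and the sign changed under 5 of 19 alternatives. Permuted within scan days, a test chosen after the data were seen, the HCAs exceeded the livers by 0.38 in Chr15, 0.20 in Chr16 and 0.20 in Chr18 (exact, adjusted p = 0.0288, 0.148 and 0.0288), and the HCCs by 0.17, 0.20 and 0.15 (exact, adjusted p = 0.176, 0.176 and 0.373).

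**Figure D1:**
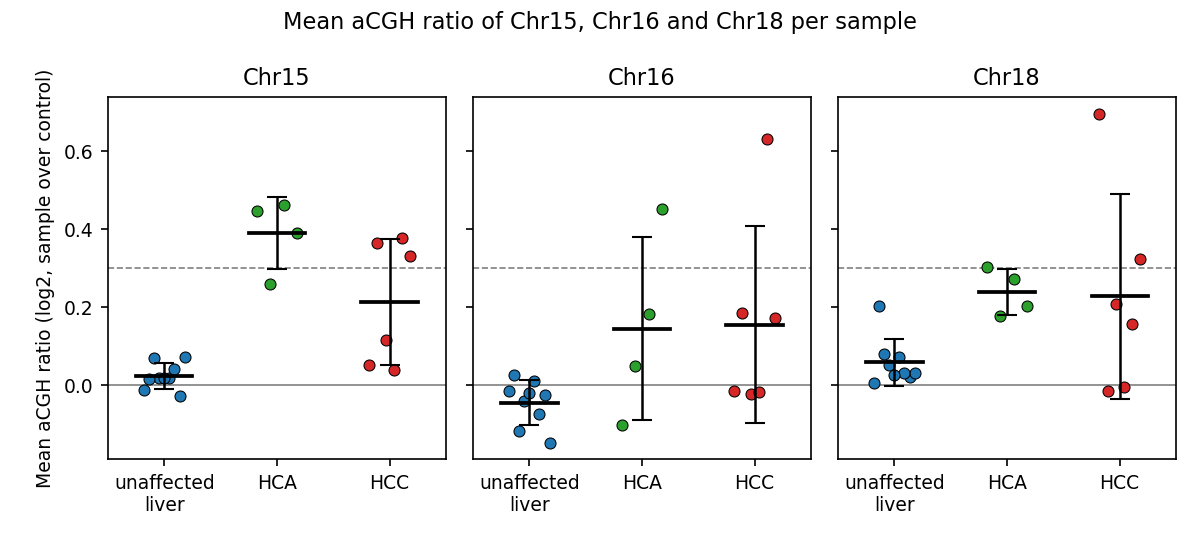
Mean aCGH ratio (log2, sample over control) of Chr15, Chr16 and Chr18 in unaffected liver (blue), HCA (green) and HCC (red), with 1 point per sample, bars for the mean and SD, and a dashed line at 0.3. Of the 4 HCAs, 3 lie above 0.3 in Chr15, 1 in Chr16 and 1 in Chr18; of the 6 HCCs, 3, 1 and 2 do; and 0 of the 9 unaffected livers lie above it.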

Chromosomes 15, 16, and 18 were frequently gained in HCC (as described above) and also in HCA, although signals were weaker in HCAs implying that only a subset of cells had undergone chromosome gain events (Figure 6A). Overall, HCA appeared more aneuploid than normal tissue and HCC more aneuploid than HCA (Figure 6B). 

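The sum of the absolute aCGH ratios of the 19 autosomes, called Total CIN here, was 3.18 ± 0.611 (SD, n = 4) in HCA, 2.36 ± 0.767 (SD, n = 6) in HCC and 0.684 ± 0.415 (SD, n = 9) in unaffected liver. With the probes of an array shuffled over the chromosomes, which leaves only probe noise, the sum was between 0.0333 and 0.0609. Total CIN was higher by 2.50 in HCA than in unaffected liver, and 4 of 4 HCAs had a higher sum than every liver (exact permutation test, p = 0.0014, adjusted p = 0.0021 over the 3 comparisons). It was higher by 1.68 in HCC than in unaffected liver, and 5 of 6 HCCs had a higher sum than every liver (exact permutation test, p = 0.0004, adjusted p = 0.0012). The HCC of mouse 6565 had a sum of 1.15, which was below the 1.57 of the unaffected liver of mouse 6240. The alternatives that moved these differences most changed the background correction. Without background correction the difference between HCA and unaffected liver was 1.26, and with normexp background correction of the median signals that between HCC and unaffected liver was 0.859 (exact permutation tests, adjusted p = 0.0021 and 0.0432). Within scan days, HCA exceeded unaffected liver by 2.69 (exact permutation, p = 0.0167, the smallest p that the days allow) and HCC exceeded it by 1.52 (exact permutation, p = 0.00794). Against the unaffected liver of the same mouse, Total CIN was higher by 2.78 in HCA and by 1.48 in HCC, and exact sign-flip tests on so few mice cannot go below p = 0.125 and 0.0625, which were the values reached. HCC and HCA differed by −0.82 in Total CIN, with 6 of 6 HCCs below the mean of the HCAs, which was not past the threshold (exact permutation test, p = 0.157, adjusted p = 0.157). This difference was −0.87 to −0.14 over the alternatives, −0.96 to −0.51 with each tumor left out in turn, and −1.0 with the scan day in a linear model of all arrays, which was chosen after the data were seen. Among females it was −0.75, with 3 HCCs from 2 mice and 4 HCAs (exact permutation test, p = 0.143). On the 1 scan day with both tumor types it was −0.25, with 1 HCC and 2 HCAs, for which an exact test cannot give a p below 0.333. The HCA of mouse 2430 had the highest sum, 4.09, and the other HCAs lay between 2.84 and 2.93. From the strength of the signals in both tumor types, the paper reasons that only some of the cells of an HCA had gained chromosomes, and from the sums it describes how HCA appeared more aneuploid than normal tissue, and HCC more so than HCA (Figure 6A,B).

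**Figure D2:**
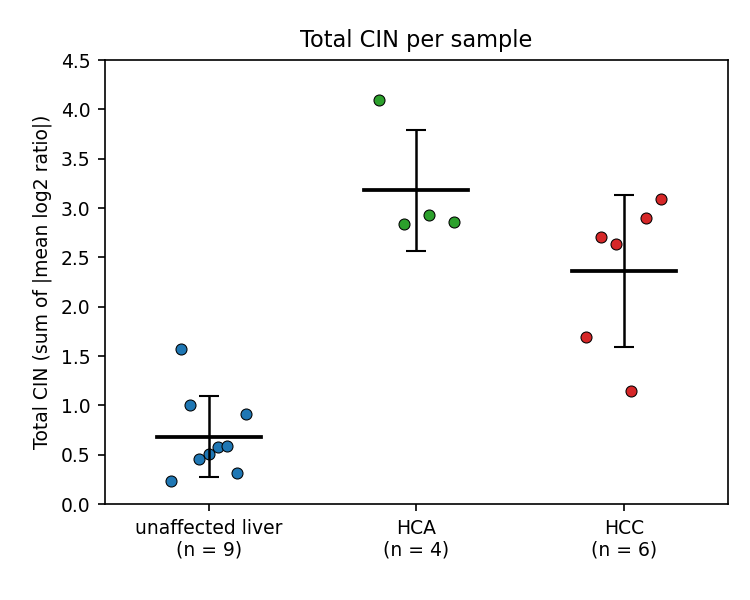
Total CIN (sum of the absolute mean log2 ratios of the 19 autosomes) of each unaffected liver (blue, n = 9), HCA (green, n = 4) and HCC (red, n = 6), with bars for the mean and SD. The livers lie between 0.235 and 1.57, the HCAs between 2.84 and 4.09 and the HCCs between 1.15 and 3.09.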

We assayed the relatedness of HCA and HCC by sequencing tumors from eight animals carrying a macroscopic HCA and one HCC and an additional mouse carrying one HCA and two HCCs (see Materials and methods, data deposited at Sequence Read Archive accession number SRA191233). CNVs in the benign and malignant tumors were compared pairwise using the Jaccard Index, which scores similarity while accounting for differences in the total number of alterations in each tumor (Lohr et al., 2014). To assess statistical significance, Jaccard Indexes were transformed into Z-scores. A pair of tumors was considered strongly related (at 95% confidence) if the Z-score was >1.96 in a two-way test (comparing the HCA to the HCC and the HCC to the HCA), while a pair was considered weakly related if only one side of the Z-score was >1.96. We identified two pairs of HCA and HCC tumors that were strongly related and found that the two HCCs that arose in a single mouse were also strongly related (relative to tumors from different animals; Table 2). In three animals HCA and HCCs were weakly related and in four animals we did not detect significant similarity (Table 2). In aggregate, tumor pairs from the same mouse were significantly more similar to each other than to tumors from other mice, but only 10–20% of CNVs overlapped among benign and malignant tumors from the same animal. We conclude that HCC can indeed evolve from HCA in our mouse model but that HCA may not be a necessary precursor to HCC. The frequency of progression is difficult to judge: when HCA and HCC appear unrelated, it is possible that a related HCA was present at an earlier time. Nonetheless, our data clearly demonstrate the possibility of evolution from HCA to HCC in a single animal and of a single HCC into a macroscopically distinct HCC in the same organ. Both progression and clonal evolution are accompanied by ongoing gain and loss of whole chromosomes and CNVs.

**Figure 6.**
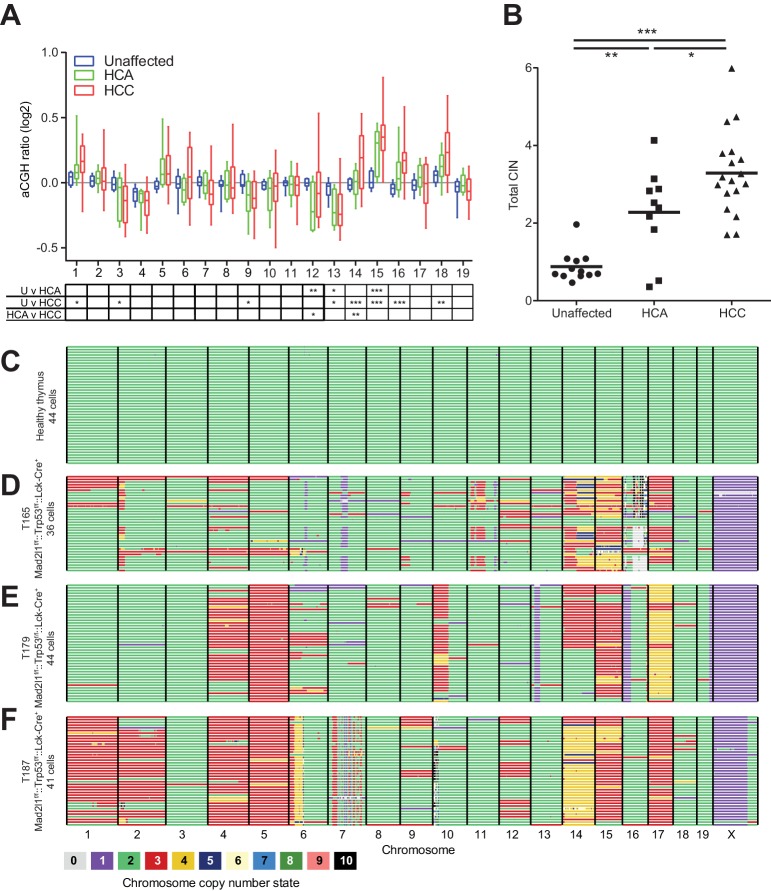
Mad2l1 deficiency results in clonal abnormalities despite ongoing chromosomal instability in murine T-ALL. (**A**) Box and whiskers plot for each chromosome of unaffected liver (blue n = 12), HCA (green n = 10), and HCC (red n = 18) from *Alb-Cre::Mad2l1^f/f^::Alb-Cre* mice with mixed Trp53 genotypes. Statistical significance assessed by Two-way ANOVA and Tukey multiple comparison test with comparison between each group shown in the table below, *p<0.05, **p<0.01, ***p<0.001. (**B**) Sum of the absolute value of the aCGH ratio for each chromosome. Statistical significance assessed by One-way ANOVA and Tukey multiple comparison test, *p<0.05, **p<0.01, ***p<0.001. (**C–F**) AneuFinder plots revealing perfect euploidy in control thymus (45 freshly isolated T-cells (**C**)) and recurrent chromosomal abnormalities as well as intratumor karyotype heterogeneity in three *Lck-Cre::Mad2l1^f/f^::Trp53^f/f^* T-ALLs for which 46 (D), 44 (E) and 43 (F) primary tumor cells were analyzed by single cell sequencing, respectively. Colors refer to chromosome copy number state. **DOI:** http://dx.doi.org/10.7554/eLife.20873.015

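Over the 19 autosomes, 15 differed between HCA and unaffected liver, 8 of them higher in HCA (Chr1, Chr2, Chr5, Chr8, Chr15, Chr16, Chr17 and Chr18) and 7 lower (Chr3, Chr6, Chr9, Chr10, Chr11, Chr12 and Chr13). Blocked by mouse in limma, the count was 7, of which 2 were higher in HCA (Chr1 and Chr15). Without centring 10 autosomes differed and 40% of them were higher in HCA, against 53.3% with the ratios centred on the autosomal median; centred on the median of all probes, 12 differed and 41.7% were higher. Between HCC and unaffected liver 6 autosomes differed, 2 higher in HCC (Chr15 and Chr16) and 4 lower (Chr3, Chr9, Chr12 and Chr13), and 9 had an unadjusted p under the threshold. Blocked by mouse in limma, 4 differed (Chr3, Chr9, Chr12 and Chr13), all lower in HCC, and 6 had an unadjusted p under 0.05. Without centring 4 differed, of which 50% were higher in HCC against 33.3% with centring. The count was 10 with the HCCs of mouse 6240 averaged, and 0 with normexp background correction (offset 50), among females and in exact permutations within scan days, where 5, 6 and 4 autosomes had an unadjusted p under 0.05. Among females and within scan days, fewer splits raise the smallest p, so counts of 0 were likely beforehand. Within scan days, Chr12 held the smallest p that the days allow and still missed the threshold (exact permutation, p = 0.00265, adjusted p = 0.0503). Chr12 was −0.23 ± 0.14 in HCA, −0.21 ± 0.18 in HCC and 0.010 ± 0.030 in unaffected liver. It was lower than in the livers by −0.24 in HCA, with 4 of 4 below every liver, and by −0.22 in HCC, with 4 of 6 below every liver (exact permutation tests, adjusted p = 0.00443 and 0.0114). Chr13 was −0.25 ± 0.064 in HCA, −0.26 ± 0.14 in HCC and −0.035 ± 0.081 in unaffected liver, a difference from the livers of −0.22 in both tumor types, with 4 of 4 HCAs and 5 of 6 HCCs below every liver (exact permutation tests, adjusted p = 0.00443 and 0.0114). In Chr3 the difference from the livers was −0.26 in HCA and −0.14 in HCC (exact permutation tests, adjusted p = 0.00443 and 0.0114), and in Chr9 it was −0.23 and −0.16 (adjusted p = 0.00443 and 0.0129). In these chromosomes, 4 of 4 HCAs lay below every liver, as did 4 of 6 HCCs in Chr3 and 5 of 6 in Chr9. Chr1 was 0.24 ± 0.19 in HCA, 0.16 ± 0.14 in HCC and 0.042 ± 0.053 in unaffected liver. It exceeded the livers by 0.19 in HCA, where 4 of 4 HCAs lay above the mean of the livers (exact permutation test, adjusted p = 0.0106), and by 0.12 in HCC, where 5 of 6 did (exact permutation test, p = 0.0348, adjusted p = 0.0944). Without the HCA of mouse 2430, whose Chr1 ratio was 0.52, the difference between HCA and unaffected liver was 0.098 (exact permutation test, adjusted p = 0.0314). For HCC it came past the threshold under the paper's test, with the HCCs of mouse 6240 averaged, and without the HCC of mouse 6240 labeled tumor 2, the HCC of mouse 6487 or the unaffected liver of mouse 6240, at differences of 0.12, 0.13, 0.17, 0.14 and 0.14. Chr14 was 0.071 ± 0.17 in HCA and 0.078 ± 0.12 in HCC, higher than in unaffected liver by 0.080 and 0.087, with 3 of 4 HCAs and 4 of 6 HCCs above every liver (exact permutation tests, p = 0.194 and 0.0503, adjusted p = 0.231 and 0.0957). Without the HCA of mouse 5884 the difference in HCA was 0.16 (exact permutation test, adjusted p = 0.00864), and in HCC it was 0.11 without the HCC of mouse 6240 labeled tumor 2 and 0.12 without that of mouse 6602 (exact permutation tests, adjusted p = 0.0142 and 0.0228). Chr4 differed from unaffected liver by −0.011 in HCA and −0.017 in HCC (exact permutation tests, p = 0.731 and 0.495, adjusted p = 0.731 and 0.572), and both signs changed under other settings. The other autosomes past the threshold in HCA were Chr2 (0.080), Chr5 (0.087), Chr6 (−0.10), Chr8 (0.14), Chr10 (−0.21), Chr11 (−0.071) and Chr17 (0.092), with adjusted p between 0.00443 and 0.0266 in exact permutation tests. HCC and HCA differed in 2 autosomes, lower in HCC in Chr8 (−0.21) and higher in Chr10 (0.18), with 6 of 6 HCCs beyond every HCA in both (exact permutation tests, p = 0.0048, the smallest p that these groups allow, adjusted p = 0.0452). Neither was past the threshold with any 1 tumor left out, and the count of autosomes was then 0 each time. With 1 tumor fewer, the smallest p rises, and only several autosomes at that floor can pass the adjustment. Without any 1 HCC, both stayed at the floor (exact permutation test, p = 0.00794), so these counts of 0 say little about stability. In each case 3 to 5 autosomes had an unadjusted p under 0.05 in the exact permutation test. In limma with the 3 groups the count was 5. HCC and HCA differed by 0.019 in Chr12 and 0.0068 in Chr14 (exact permutation tests, adjusted p = 0.967 for both), and the sign of each changed under 4 of 19 alternatives.

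**Figure D3:**
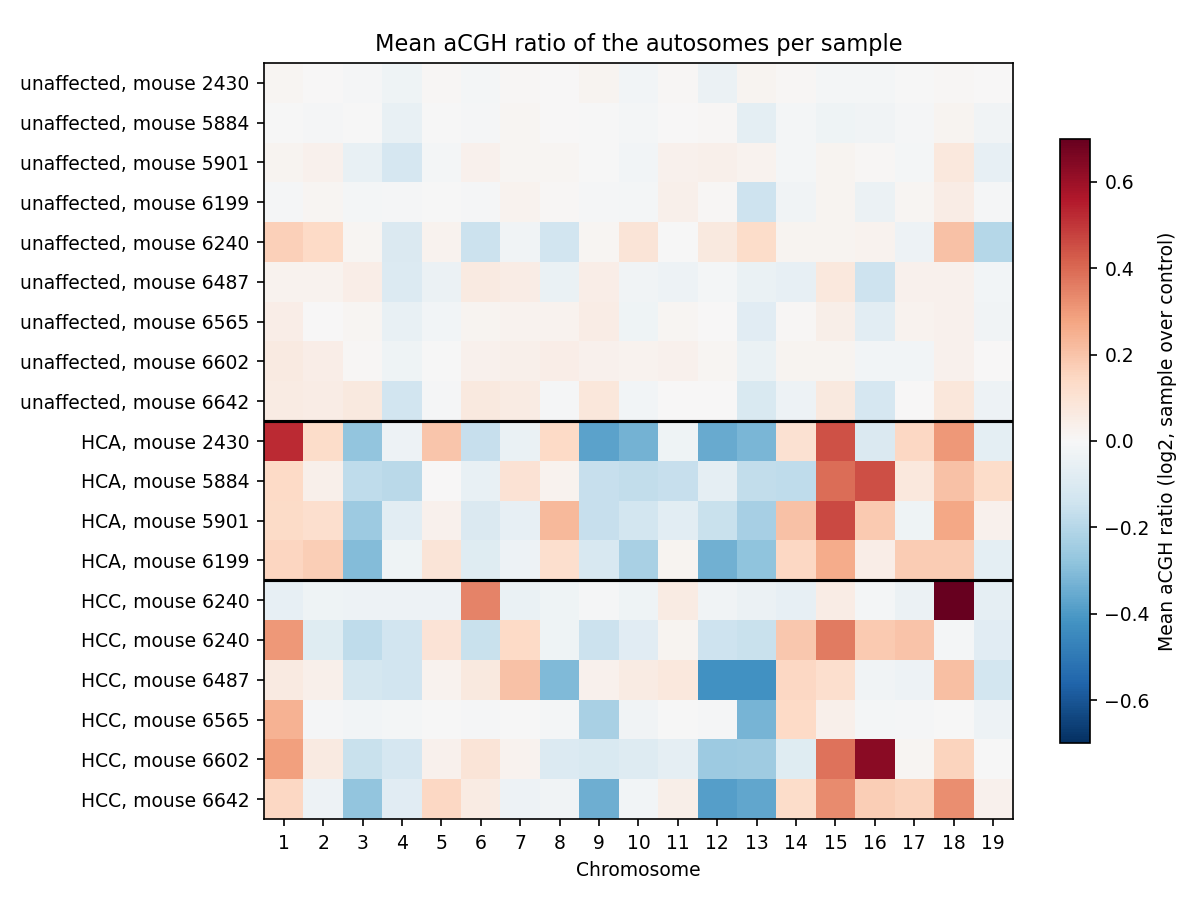
Mean aCGH ratio (log2, sample over control, color scale) of each autosome (columns) in each unaffected liver, HCA and HCC (rows, named by mouse). Chr15 is positive in 4 of 4 HCAs and 6 of 6 HCCs, and Chr3, Chr12 and Chr13 are negative in the same tumors; the highest values are 0.70 (Chr18) in an HCC of mouse 6240 and 0.63 (Chr16) in the HCC of mouse 6602.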

**Figure 6—figure supplement 1.**
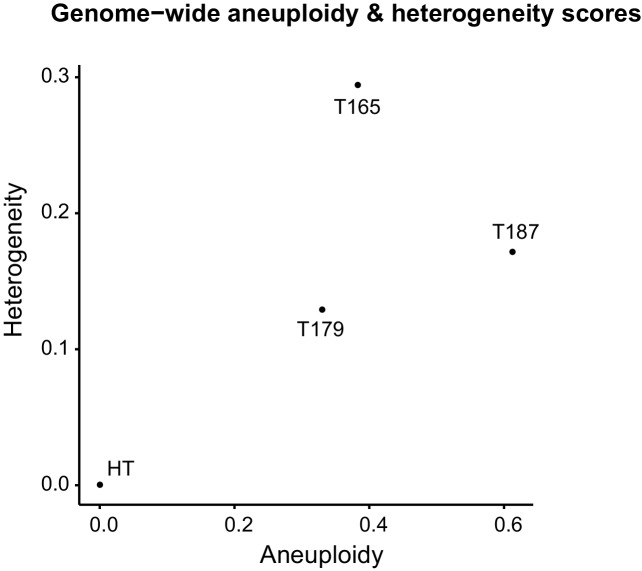
Heterogeneity and aneuploidy scores for control thymus and individual T-ALLs analyzed by single cell sequencing. **DOI:** http://dx.doi.org/10.7554/eLife.20873.016

**Table 2.** Evolutionary relationship of tumors within the same animal. Focal copy number variants were compared between tumors using the Jaccard Index and tested for significance by transforming the Jaccard Indices into Z-scores (1.96 cutoff for significance). Z-scores were calculated for every tumor individually. Thus, each tumor pair has two Z-scores and was considered weakly related if one comparison was significant (*) and strongly related if both comparisons were significant (**). **DOI:** http://dx.doi.org/10.7554/eLife.20873.017

Mouse	Tumor	Z score	Tumor	Z score	Related
7122	HCA1	1.08	HCC1	1.36	
2985	HCA1	1.1	HCC1	1.15	
6717	HCA1	1.55	HCC1	1.37	
6705	HCA1	0.13	HCC1	0.56	
6718	HCA1	1.88	HCC1	0.46	
6546	HCA1	.62	HCC1	1.47	
6891	HCA1	1.21	HCC1	1.21	
6891	HCC1	2.81	HCC2	1.37	*
6755	HCA1	2.49	HCC1	2.69	**
6228	HCA1	2.5	HCC1	2.03	**

To measure intratumor karyotype heterogeneity in Mad2l1-null tumors directly we performed single-cell sequencing from three animals with T-ALL and wild-type control. Single cell suspensions of T-ALL and control thymocytes (~45 cells per animal) were separated by flow cytometry into 96 well plates followed by barcoding and low-coverage next-generation sequencing (van den Bos et al., 2016). As expected, no chromosomal abnormalities were observed in T-cells from wild-type thymi (Figure 6C) but extensive aneuploidy was evident in 3 T-ALL samples (Figure 6D–F). Most cells from all three T-ALLs subjected to single-cell analysis had gained Chr. 14 and 15 (Figure 6D–F) and in one of two tumors examined, a preponderance of cells had gained Chr. 1, 2, 4, 5, and 17 (Figure 6F). In contrast, changes in the ploidy of other chromosomes appeared random: > 70% of the cells in a single T-ALL had unique karyotypes. Intratumor differences in karyotype were further evidenced by high heterogeneity scores for all three T-ALLs (Figure 6—figure supplement 1). These scores were also higher than those of T-ALLs expressing truncated Mps1 (Foijer et al., 2014; Bakker et al., 2016). Because T-ALLs were clonal based on TCR loci, the most likely explanation for intratumor karyotypic heterogeneity is ongoing chromosome loss and gain, presumably due to loss of SAC function.

Human cancers in the Cancer Genome Atlas (TCGA) have previously been reported to have an abnormal pan-cancer karyotype involving Chrs. 7, 20 (which are frequently gained) and Chrs. 10, 13, 22 (which are frequently lost) (Davoli et al., 2013; Nicholson and Cimini, 2013) as well as tissue-specific changes in chromosome ploidy. To compare these findings with our results, we reanalyzed TGCA data for epithelial cancers such as HCC and breast cancer and also non-epithelial cancers such as glioma and glioblastoma multiforrme (Figure 7). In human HCCs, chromosomes Chr1q and Chr8q are commonly gained and Chr8p lost (Figure 7; top panel), an event that has been associated with worse clinical outcomes (Emi et al., 1993). Human 8q is related to murine Chr. 15, which we find frequently gained in Mad2l1-null HCCs (Hertz et al., 2008; Guan et al., 2000). Similar karyotypic abnormalities are found in HCC and breast cancer (Figure 7, top panel), consistent with the existence of a pan-cancer karyotype. However, non-epithelial cancers exhibit a very different karyotypic pattern than carcinomas (compare upper and lower panels Figure 7) and see also (Zack et al., 2013). Thus, epithelial and non-epithelial human cancers are similar to Mad2l1-null HCC and T-ALL in having distinct karyotypes, perhaps because they experience different selective pressures.

**Figure 7.**
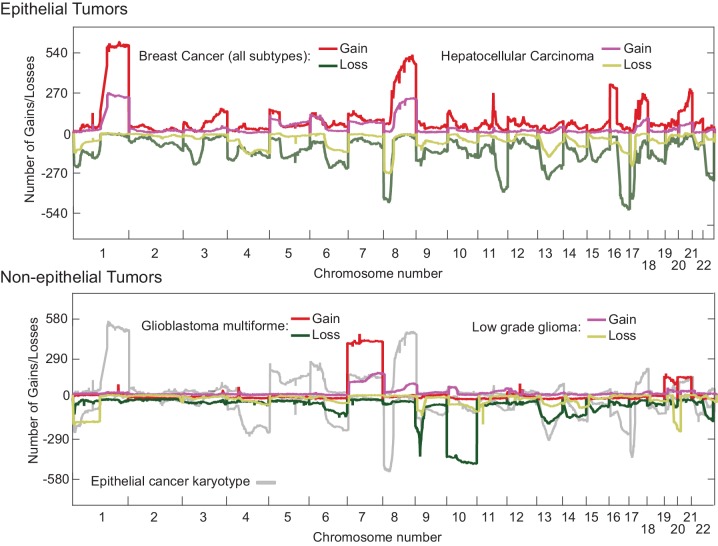
Overlaid TCGA copy number data at kilobase resolution for epithelial (Hepatocellular carcinoma and Breast Cancer, upper panel) and non-epithelial (Glioma and Glioblastoma multiforme, lower panel) represented as the number of tumors above a log2 threshold of 0.3 for gains and below −0.3 for losses. The Y-axis is scaled to the total number of tumors analyzed. Analyzed data was sequenced at the Broad institute (Boston, MA) on SNP6.0 chips. **DOI:** http://dx.doi.org/10.7554/eLife.20873.018

## Discussion

In this paper we describe the consequences of deleting *Mad2l1*, a core component of the spindle assembly checkpoint, in murine thymocytes and hepatocytes. In both cell types, rapidly growing tumors arise from cells that have lost *Mad2l1* expression as judged from genomic DNA, RT-PCR and Western blotting. Tumorigenesis is promoted in both thymocytes and the liver by heterozygous or homozygous deletion of *Trp53*, reflecting the ability of Trp53 loss to tolerize cells to SAC inactivation as well as the role of Trp53 as a potent tumor suppressor (Foijer et al., 2014; Fujiwara et al., 2005; Baker et al., 2009). Deletion of both *Mad2l1* and *Trp53* in T-cells (promoted by *Lck-Cre*) results in T-cell acute lymphoblastic lymphoma and death of animals within 4–5 months as a result of grossly enlarged thymi and dyspnea. Mice that lose *Trp53* and *Mad2l1* in hepatocytes (promoted by *Alb-Cre*) initially develop regeneration nodules, a sign of on-going liver repair, then hepatocellular carcinoma, a benign liver tumor and finally hepatocellular carcinoma, an aggressive liver cancer resulting in death between 12–15 months of age. HCCs lacking *Mad2l1* grow rapidly for solid tumors, with an estimated doubling time of 28 days. The age of tumor onset and of death in single and double knockout animals strongly suggests that tumorigenesis is driven by the compound effects of *Mad2l1* and *Trp53* loss. However, liver tumors can also arise in mice that are deleted for *Mad2l1* alone, showing that *Trp53* deletion is not a pre-requisite for tumorigenesis. This may relate to the fact that hepatocytes are normally polyploid, and thus, potentially more tolerant of changes in chromosome number than other cell types. We conclude that loss of *Mad2l1* in adult tissues can be strongly oncogenic, in contrast to heterozygous *Mad2l1* deletion, which is only weakly cancer promoting (Michel et al., 2001). *Mad2l1^f/f^* mice having a range of *Trp53* genotypes therefore represent a valuable tool for studying the SAC in vivo.

### Conditional Mad2l1 deletion as a means to study chromosome instability and tumor evolution

The rapid growth of Mad2l1-deficient liquid and solid tumors stands in contrast to previous data showing that Mad2l1 is essential for the survival of cancer cell lines and for development of early mouse embryos (Kops et al., 2004; Dobles et al., 2000). Mad2l1 loss substantially accelerates tumor development in Trp53-positive and/or mutant backgrounds (depending on cell type) emphasizing that checkpoint inactivation and CIN are not just tolerated by cells, they accelerate disease onset in animals already mutant for a potent tumor suppresser. In cultured MEFs and thymocytes assayed in vivo, the microtubule poisons nocodazole and taxol provoke a significantly weaker cell cycle arrest than in wild-type cells. The near-complete absence of response to nocodazole in MEFs is consistent with checkpoint inactivation but in vivo experiments with thymocytes reveal partial responsiveness to taxol. It is unclear whether this reflects the presence of a Mad2l1-independent pathway for detecting and responding to spindle damage, or the presence of unrecombined Mad2l1-positive cells that have a normal checkpoint response; additional single-cell experiments will be required to resolve this matter.

Parallel experiments in our labs have shown that checkpoint deficiency is also tolerated by basal epidermal skin cells but is lethal to hair follicle stem cells (Foijer et al., 2013). These data established that SAC inactivation is compatible with proliferation of some cell types but not others. However, our previous hypothesis that the SAC would be required in highly proliferating cells appears not be true. Since most T-ALLs are clonal and show no evidence of Mad2l1 expression, they must arise from a single checkpoint-null initiating cell following many rounds of cell division. Further experiments with *Mad2l1^f/f^* animals and Cre drivers should reveal which tissues tolerate checkpoint loss and which do not. The consequences of Mad2l1 inactivation for chromosome structure also appear to differ with cell type: in Mad2l1-deficient HCCs we observe fewer and smaller lesions that in T-ALL. The reasons for this are unknown and the result is subject to the caveat that T-ALLs are clonal and HCC polyclonal. Nonetheless, the data suggest that the consequences of SAC inactivation can vary, providing a rationale for expanding the study of chromosome segregation in human cells from a few transformed lines to multiple primary cell types.

Loss of Mad2l1 creates a mutator phenotype in the absence of an overt oncogenic driver. In the current study we detect frequent loss of known tumor suppressor genes, *Pten* in T-ALL for example, and amplification of known oncogenes, such as *MET* in HCC. CNVs are also found in many other genes whose function in cancer remains unknown. Large-scale genomic analysis of Mad2l1-deficient tumors may be a generally useful means for identifying new oncogenes and tumor suppressors as well as genes (such as Trp53) whose mutation tolerizes cells to checkpoint loss and aneuploidy (Torres et al., 2010; Fujiwara et al., 2005). *Mad2l1^f/f^* animals may also be useful in studying the role of genomic instability in drug resistance and tumor recurrence (Burrell and Swanton, 2014b, 2014a) and in the clonal evolution of tumors (Sotillo et al., 2010).

### Apparent stabilization of cancer karyotypes in the face of ongoing CIN

Single-cell sequencing of T-ALLs from Mad2l1-deficient mice reveals extensive aneuploidy and intratumor karyotypic heterogeneity. In some animals with liver cancer, we found evidence of clonal progression from HCA to HCC as well as genetic progression among physically distinct HCCs in a single animal. This is precisely what we would expect of cells experiencing ongoing CIN. Our data are also consistent with findings from ultra-deep whole genome sequencing of lung cancers demonstrating extensive intra-tumor heterogeneity at the level of point mutations and structural chromosome abnormalities (de Bruin et al., 2014; Gerlinger et al., 2012). In these studies, different physical regions from the same tumor were repeatedly sequenced, revealing the presence of shared mutations as well as mutations unique to each region, a pattern consistent with genomic instability.

In Mad2l1-deficient murine T-ALLs, HCAs and HCCs, the average karyotype of cell populations is shown by aCGH to involve pan-cancer and tissue-specific patterns of whole chromosome loss and gain. For example, Chr13 is lost and Chr15 gained in both T-ALL and HCC whereas Chr4 and Chr12 are gained in T-ALL and lost in HCC. In humans, recurrent cancer karyotypes have also been observed and these differ between carcinomas, sarcomas and liquid tumors (Zack et al., 2013). Single cell and aCGH data are most easily reconciled by postulating that tumor cells experience ongoing CIN but that specific karyotypes have a selective advantage within the environment of a tumor. Karyotypic variation presumably results in differential loss and gain of oncogenes and tumor suppressors as discussed above, but it also causes large-scale changes in gene expression. In general, genes that are located on chromosomes with abnormal ploidy also change in levels of expression, but even when T-ALL and HCC experience the same change in ploidy for a particular chromosome, GSEA shows that differentially expressed genes do not overlap. We therefore speculate that karyotypic selection is imposed both at the level of structural rearrangements in specific genes and broad changes in gene expression. Selection in the face of ongoing *CIN* contrasts with a model of a genome restabilization in which *CIN* is a transient phenomenon and tumor karyotype maintained because aneuploid or structurally abnormal chromosomes are subsequently transmitted with good fidelity. However, further analysis of tumor cells passaged in culture or in syngeneic animals will be required to distinguish unambiguously among these two possibilities.

## Materials and methods

### Generation of conditional knockout mice for *Mad2l1* and *Mad2l1::Trp53* and genotyping

The conditional targeting vector (shown in Figure 1a and Extended Data Figure 1) was constructed to delete a genomic fragment containing exons 2 and part of exon 5 of the *Mad2l1* gene by homologous recombination. One loxP site was introduced into intron 1 and the other loxP site together with Frt-Neo-Frt cassette was inserted into exon 5, such that *Mad2l1* exon 2 and part of exon 5 were flanked by the loxP sites. Cre-mediated deletion will remove entire exons 2,3,4 and part of exon 5 including stop codon, producing a *Mad2l1^Δ^* allele. Embryonic stem cells derived from 129Sv mice were transfected and selected by genomic southern blot. Homologous recombinant clones were isolated and the loxP-flanked PGKneo cassette was excised by transient expression of FLP recombinase. Chimeric mice were created by injecting Mad2l1-targeted ES cell line (from 129 background) into C57BL/6 blastocysts generated by superovulation. Chimeras were crossed to C57BL/6 wild-type animals to generate founder lines.

*Mad2l1^f/f^* mice were crossed to *Lck-Cre* or *Alb-Cre* transgenic mice to generate T cell specific and parenchymal liver cell-specific knockouts of Mad2l1 respectively. *Lck-Cre* and *Alb-Cre::Mad2l1^f/f^*mice were then inter-crossed with *Trp53^f/f^* mice (Jonkers et al., 2001). All animals were kept in pathogen-free housing under guidelines approved by the Center for Animal Resources and Comparative Medicine at Harvard Medical School or at the Wellcome Trust Sanger Institute. Animal protocols were approved by the Massachusetts Institute of Technology, Harvard Medical School Committees on Animal Care (IACUC numbers I04272 and IS00000178), UK Home Office, and UMCG animal facility (DEC 6369).

Tail DNA was isolated using NucleoSpin Tissue Kit from Macherey-Nagel according to the manufacturer’s protocol. The following primers were used for *Mad2l1^+^* ASOL233, GCAGACCAAACGAACCTAAGTT. ASOL 238, GCAAGAGGTGGTTCAATAGTGAG, *Mad2l1^f^* MOL232, AGGCTGAGCCGGGCCTTAGGAC; MOL233, GTAACCGTGTAATAACGTTTAAGTCTC, *Mad2l1^Δ^* MOL231, GTCTGCGGTGAGGTTGG; ASOL233, GCAGACCAAACGAACCTAAGTT. *Alb-Cre* AlbF, GTTAATGATCTACAGTTATTGG and AlbR, CGCATAACCAGTGAAACAGCATTGC. *Lck-Cre* LckF, CCTTGGTGGAGGAGGGTGGAATGAA, LckR, TAGAGCCCTGTTCTGGAAGTTACAA, and CreT2R, CGCATAACCAGTGAAACAGCATTGC.

### Cell culture

MEFs were isolated as described previously (Foijer et al., 2005) and cultured in DMEM containing 10% FCS, pyruvate, non-essential amino acids and penicillin/ streptomycin (Invitrogen). Cells were genotyped using the above-mentioned primers to confirm genotypes and routinely tested for mycoplasma contamination. For spindle checkpoint integrity measurements, cells were exposed to 250 ng/ml nocodazole (Sigma) for 4–6 hr, fixed in 70% ethanol and labeled with Alexa Fluor-488-conjugated pHistoneH3 antibodies (Cell Signaling, RRID:AB_10694488) as described previously (Foijer et al., 2014). For time-lapse imaging, cells were transduced with H2B-GFP (Foijer et al., 2014) as described previously (Foijer et al., 2005) and seeded on 4-well imaging slides (LabTek, Thermo Fisher) in the presence of 250 ng/ml nocodazole (Sigma). Cells were imaged on a DeltaVision Elite imaging station (GE Healthcare).

### Histology

Animals were euthanized and their thymus or liver were removed and rinsed in PBS. Tissues collected were fixed overnight in formalin. Fixed tissues were then stored in 70% ethanol until they were embedded in paraffin. Section slides were prepared and standard H&E staining were done at Rodent Histopathology Core facility at Dana-Farber/Harvard Cancer Center.

### Western blots and antibodies

Protein from tumors was isolated using protein lysis buffer (Millipore) in the presence of protease inhibitors (Millipore). Protein concentration was quantified using the Bradford assay (Biorad). 20 µg of total protein was run on a 4–12% gradient gel (Invitrogen) per sample and blotted on PVDF membrane (Millipore). Antibodies used were mouse monoclonal Mad2l1 (BD Biosciences, RRID:AB_398005), mouse monoclonal Actin (Cell Signaling, RRID: AB_2223172) and HRP-labeled goat-anti mouse (New England Biolabs).

### Array-based comparative genomic hybridization and single cell sequencing

Mouse thymus and liver genomic DNA was extracted with NucleoSpin Tissue Kit (Macherey-Nagel). Sex-mismatched wild type liver DNA was used as control. Mouse Genome CGH Microarrays 44K or 244K from Agilent were used. Array hybridization and data analysis were performed at the Wellcome Trust Sanger Institute, the Partners HealthCare Center for Personalized Genetic Medicine at Harvard Medical School, and the BioMicro Center at the Massachusetts Institute of Technology. Low coverage Next-Gen sequencing of liver tumor DNA isolated as described above was performed at the BioMicro Center at the Massachusetts Institute of Technology.

For single cell sequencing, T-ALL samples or primary thymus were dissected and homogenized through a tissue strainer. Single cells in G1 were sorted into 96 wells plate by flow cytometry using a Hoechst/Propidium iodide double staining. Cells were then lysed, DNA sheared and DNA was barcode labeled followed by library preparation as described previously (van den Bos et al., 2016) in an automated fashion (Agilent Bravo robot). Single cell libraries were pooled an analyzed on an Illumina Hiseq2500 sequencer. Single cell sequencing data was analyzed using AneuFinder software as described previously (Bakker et al., 2016).

### RT-PCR, qPCR, and expression arrays

RNA was isolated using the RNeasy kit (Qiagen). For qPCR reactions, 1 µg of total RNA was used for a reverse transcriptase reaction (Superscript II, Invitrogen). The resulting cDNA was used as a template for qPCR (ABI PRISM 7700 Sequence Detector) in the presence of SYBR-green (Invitrogen) to label the product. The relative amounts of cDNA were compared to Actin to correct for the amount of total cDNA. Average values and standard deviations were calculated as indicated in Figure legends and compared to the expression values in control mice (normalized to the value of 1). We used the following primers:

Trp53 A Fw TGTTATGTGCACGTACTCTCC, Trp53 A Rv GTCATGTGCTGTGACTTCTTG

Trp53 B Fw TCCGAAGACTGGATGACTG, Trp53 B Rv AGATCGTCCATGCAGTGAG,

Mad2l1 A Fw AAACTGGTGGTGGTCATCTC, Mad2l1 A Rv TTCTCTACGAACACCTTCCTC,

Actin A Fw CTAGGCACCAGGGTGTGATG, and Actin A Rv GGCCTCGTCACCCACATAG.

Illumina expression microarrays were performed as described previously (Foijer et al., 2014).

### Public availability of high throughput data

Array data is publically available via GEO accession numbers GSE63689 and GSE63100. Sequencing data of liver tumors is available at the Sequence Read Archive accession number SRA191233. Single cell sequencing data of lymphomas is available at the Sequence Read Archive accession numbers under GSE63689.

### Plots and statistical analysis

Graphing plots and statistical testing was performed using GraphPad Prism (GraphPad Software) or MATLab (Mathworks).

How the deposited data were processed for this re-analysis (not part of the article)

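Genomic DNA of 4 hepatocellular adenomas (HCA), 6 hepatocellular carcinomas (HCC) and 9 unaffected livers of 9 mice was measured by aCGH on 19 Agilent Mouse Genome CGH arrays, 1 per sample, with sample DNA in the Cy5 channel and sex-mismatched control liver DNA in the Cy3 channel. The deposited tables hold, for each spot, the log10 ratio of the processed signals, the processed signals themselves and the median intensities of the spot and its local background, all written by Feature Extraction 10.5.1.1. The authors' processing had subtracted the background with spatial detrending and normalized the dyes linearly, and no lowess normalization had been applied to any of the arrays. The deposited table of all samples holds the same log10 ratios, with differences of at most 5e-10. The authors' calls of whole-chromosome events and CNVs were not used here.

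Each array had 243301 spots, of which 238202 were not controls and 224099 lay on the autosomes. Probe positions on NCBI37 were taken from the files. Spots marked as outliers by the software were left out and saturated spots were kept. Spots of the same probe were averaged, which left 221455 autosomal probes, 11957 probes on X and 606 on Y. Ratios were converted to log2 and centred on the autosomal median of the array, which lay between −0.063 and 0.061 before centring. The aCGH ratio of a chromosome was the mean of its probes. Total CIN was the sum of the absolute ratios of the 19 autosomes, and a whole-chromosome event was a ratio beyond 0.3 in either direction, the cut-off of Figure 5A. Between 98.4% and 99.9% of the autosomal spots of an array were well above background in both channels, as marked by the software. The spread of the ratios of neighbouring probes, a measure of probe noise, was 0.18 to 0.42 on the log2 scale. These values describe single arrays, and the number of arrays limits the precision of the comparisons.

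Samples were grouped as HCA, HCC and unaffected liver, as in Figure 6A,B, with each tumor counted as 1 sample. For Total CIN, for each autosome and for the number of autosomes past the threshold, HCA was compared with unaffected liver, HCC with unaffected liver, and HCC with HCA. The test was an exact two-sided permutation test of the difference in means over all splits of the samples, with Benjamini-Hochberg adjustment over the 19 autosomes of a comparison, or over the 3 comparisons for Total CIN, and a threshold of 0.05. The Tukey comparisons named in the legend of Figure 6 were run as an alternative and are called the paper's test. Their p is adjusted over the 3 group comparisons and not over the 19 autosomes, and for autosomes the spread was pooled over all 19. Ranges of adjusted p over the alternatives include this p. Tumors and unaffected livers are paired by mouse. To weigh the pairing, the mean of its group was subtracted from each aCGH ratio of a sample. Across the 19 autosomes, these deviations of a tumor and of its own liver had a correlation between −0.22 and 0.29 with a median of 0.12. Of the 10 pairs, 5 were above 0.1, so pairing was tried as an alternative and not used as the reported setting.

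The alternatives were fixed before the data were examined. They covered the background correction (normexp with an offset of 50, or none, both on median signals because the files hold no mean signals), loess within arrays, the values of the deposited table of all samples, 4 other centrings, the median in place of the mean of a chromosome, 3 probe filters, an exact Mann-Whitney test, the paper's test, limma with and without the mouse or the scan day as a block, exact sign flips of the differences between tumor and own liver, the HCCs of mouse 6240 averaged, female mice only, and each sample left out in turn. Permutation within scan days was added after the data were seen. Whole-chromosome events were also counted with cut-offs of 0.2 and 0.4, and focal changes with 0.5.

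The chromosomes to be reported were chosen by a rule set at the same time: Chr15, Chr16 and Chr18, which the text names for this experiment, the autosomes marked in the table of Figure 6A (Chr1, Chr3, Chr9, Chr12, Chr13 and Chr14), Chr4, and any other autosome past the threshold in a comparison. The rule also listed the genes that the paper names for aCGH of liver tumors and the 10 genes with the largest change against the own liver. The reference at hand held no gene positions on NCBI37, so values of single genes were not analysed here. Windows of 20 neighbouring probes took the place of genes, a choice made after the files were seen. There were 11063 such windows with a median size of 160.059 kb. A focal change of a window was the difference between tumor and own liver minus the median of that difference over the chromosome, with cut-offs of 0.3 and 0.5. Breaks within a chromosome were called between segments of at least 10 windows that differed by at least 0.2.

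The steps were tested on simulated data with the probe layout and noise of these arrays. After shifts of 0.3 were planted, the largest error of a chromosome mean was 0.0115. In 200 simulated sets without a change, 2.5%, 3.5% and 1% had an autosome past the threshold for HCA against unaffected liver, HCC against unaffected liver and HCC against HCA, and of 800 planted shifts of 0.3, 100%, 100% and 99.6% were recovered. These sets gave all groups the spread of the unaffected livers and held 4 shifts each. Real tumors spread more in some autosomes, as in Chr16 (SD 0.23 in HCA, 0.25 in HCC, 0.057 in unaffected liver). Recovery at such spreads is not covered. A lone shift between HCC and HCA could not be called, as its best adjusted p in the exact permutation test is 0.0905. All 40 planted focal losses of −0.8 and all 40 planted breakpoints of 0.4 were recovered, with 0 windows beyond 0.5 elsewhere and 0 breakpoints in flat chromosomes. These sizes lie beyond the cut-offs used for calling, so recovery of smaller focal losses and breakpoints is not covered. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.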

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

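The tests of probe noise, of mixed DNA, of the autosomes of single samples and of Chr10 in the sexes, the test of whether the HCC of mouse 6240 labeled tumor 4 came from another mouse, and permutation within scan days were chosen after the result was seen; for Chr8 and Chr10 between HCC and HCA the comparison, the centrings, the females, the scan day in limma and the tumors left out were planned, and their use to weigh explanations was chosen after the result was seen, as was the count of shared genotypes.

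Over 60 groups of values (Total CIN and 19 autosomes in HCA, HCC and unaffected liver), 11 held a sample whose distance to the nearest other sample was large against the range of its group. Chance gives this in about 1 in 20 groups, or about 3 of the 60. In 5 of the 11 the sample was a tumor. The HCA of mouse 2430 had a Chr1 ratio of 0.52 (other HCAs 0.13 to 0.15) and a Total CIN of 4.09 (others 2.84 to 2.93). The HCA of mouse 5884 had a Chr7 ratio of 0.10 (others −0.056 to −0.035), the HCC of mouse 6487 a Chr8 ratio of −0.31 (other HCCs −0.094 to −0.011), and the HCC of mouse 6602 a Chr16 ratio of 0.63 (others −0.023 to 0.18). A sample of another mouse is argued against for these 4 tumors: over probes that differ between livers, their lowest correlation with the own liver was 0.368, and the highest correlation of any tumor with another liver was 0.139. Centring of the array is argued against for Chr1, where the lowest ratio of distance to range under 5 centrings was 0.875, still beyond the limit. Centring stays open for the others: without centring the ratio fell within the limit, to 0.740 for Chr7, 0.374 for Chr8, 0.579 for Chr16 and 0.818 for Total CIN, which was beyond the limit under the 4 other centrings. Probe noise gave the HCA of mouse 2430 a sum of 0.0530, but a distance between single samples cannot be judged by probe noise, so this decides nothing. Without this HCA, Total CIN was higher in HCA than in unaffected liver by 2.19 and Chr1 by 0.098, both past the threshold. A gain of Chr1 in a larger share of the cells of this HCA is a candidate explanation that was not tested, and no biological explanation was tested for the other values.

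The unaffected liver of mouse 6240 lay far from the other livers in 6 autosomes: Chr1 (0.17, others −0.011 to 0.063), Chr2 (0.14, others −0.0066 to 0.050), Chr6 (−0.15, others −0.013 to 0.069), Chr10 (0.092, others −0.028 to 0.025), Chr18 (0.20, others 0.0068 to 0.080) and Chr19 (−0.20, others −0.056 to 0.00094). With about 1 in 20 groups expected by chance, 6 of 60 in a single liver are more than the 3 that chance gives over all samples. A sample of another mouse is argued against, since the lower of its correlations with the 2 HCCs of the mouse, over probes that differ between livers, was 0.784. Centring is argued against for Chr6 and Chr19, whose lowest ratio of distance to range was 0.528, beyond the limit under all 5 centrings. It stays open for Chr1, Chr2, Chr10 and Chr18: without centring the ratio was 0.190 for Chr18 and lower for the other 3, all within the limit. Tumor cells in the sample also stay open (the correlation with an HCC of this mouse was at most 0.22, against 0.025 to 0.16 with HCCs of other mice). The array of this liver had the highest probe noise of the 19 (0.42, against a median of 0.24 over all arrays). The design names no condition that sets this liver apart, and no biological explanation was tested.

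Chr8 was lower in HCC than in HCA by −0.21 and Chr10 higher by 0.18, with 6 of 6 HCCs beyond every HCA in both (exact permutation tests, adjusted p = 0.0452 for both; over the alternatives from 0.00217 to 0.633 for Chr8 and from 0.00261 to 0.633 for Chr10). With each tumor left out in turn neither was past the threshold, at −0.24 to −0.16 for Chr8 and 0.14 to 0.21 for Chr10, and they also fell short of it under 7 of 19 alternatives. With 1 tumor fewer the smallest p rises, and only several autosomes at that floor can pass. The loss with a tumor left out was therefore likely beforehand. For the count of 2 autosomes, chance can be excluded at a share of 0.05 of other splits of the samples, but 1 other split drawn gave as many, and the count was 0 with any 1 tumor left out. Centring as the whole cause is argued against, as the smallest difference under 5 centrings was 0.790 of the difference reported. Both were nevertheless not past the threshold without centring (exact permutation tests, adjusted p = 0.181 for both) or centred on all probes (adjusted p = 0.0905 for both). Sex as the whole cause is argued against by the females: Chr8 differed by −0.18 (SE 0.0462) and Chr10 by 0.15 (SE 0.0484) among 3 HCCs and 4 HCAs, although the exact permutation p of 0.0571 for both was not under 0.05 (the smallest possible is 0.0286). These 3 HCCs came from 2 mice and the SE counts them as independent, so it may be too small and the argument is weak. Scan day as the whole cause is argued against, as far as a day shifts livers and tumors alike: livers were scanned on all 3 days, and with the scan day as a block in limma Chr8 differed by −0.26 and Chr10 by 0.18, both past the threshold (adjusted p = 0.0146 and 0.0194), while Chr12, Chr14 and Chr16 changed sign. On the 1 day with both tumor types, Chr8 differed by −0.48 with 1 HCC and 2 HCAs. That HCC was of mouse 6487, whose Chr8 ratio of −0.31 lay far from the other HCCs (−0.094 to −0.011). The −0.48 rests on this tumor and does not bear on scan day. Trp53 genotype and tumor type cannot be told apart, because HCA and HCC had 0 genotypes in common. A difference between the tumor types themselves stays open in the same way.

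Against the own liver, Chr10 was lower in 3 of 3 HCCs of females (mean −0.14) and higher in 3 of 3 HCCs of males (mean 0.030). This difference between the sexes of −0.17 was not tested. Among the males the change was 0.083 in the HCC of mouse 6487, but only 0.0033 and 0.0034 in those of mice 6565 and 6642. Chance stays open: it gives 0.594 of 19 autosomes with such opposite directions, and 1 was seen. The unaffected liver of mouse 6240 stays open too: it is the own liver of 2 of the 3 HCCs from females and had the high Chr10 ratio given above. Against the mean of the livers of the same sex, the difference between the sexes was −0.11, and 1 of 3 HCCs of males was lower than the livers. A difference by sex of the mice remains open and untested.

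The sex chromosomes, which the paper does not report for these samples, held a change in 3 of the 10 tumors; the limit for a change (beyond 0.3 and beyond the range of the livers of the same sex) was set after the values were seen. In the HCC of mouse 6240 labeled tumor 2 the X ratio was 0.32, and it changed by −0.72 against the own liver; in tumor 4 of this mouse it was 0.73, a change of −0.31. The X ratios of the 6 livers of females had a range of 0.157 (0.885 to 1.04, the highest being that of mouse 6240), and the other 5 tumors of females changed by −0.17 to 0.096. Male DNA in the samples is argued against: it would have to be 78.6% and 39.0% of the DNA and would bring the Y ratio to −0.25 and −1.17, but the Y ratios were −4.20 and −4.02, changes of −0.015 and 0.16 against the own liver. A sample of another mouse is argued against by correlations with the own liver of 0.841 and 0.784, against at most −0.0056 and −0.016 with other livers. Centring as the whole cause is argued against, since the smallest falls under 5 centrings were 0.683 and 0.285, each over the range of the livers under that centring (0.166). In tumor 4, however, the fall was under the limit of 0.3 in 2 of the 5 centrings (0.288 without centring), so that its change does not hold under each of them. A candidate explanation for tumor 2, found and tested on the same data, is that part of its cells lost an X chromosome; for tumor 4 none is offered.

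In the HCC of the male mouse 6487 the Y ratio was 2.18, against 3.21 in the own liver, a change of −1.02; the 3 livers of males had a range of 0.301 and the other 2 tumors of males changed by 0.12 and 0.26. Female DNA is argued against: at the 50.8% needed, the X ratio would be −0.31, but it was −1.06, a change of −0.16 in the other direction. A sample of another mouse is argued against by a correlation with the own liver of 0.709 (at most −0.18 with other livers), and centring by a smallest fall of 0.999 under 5 centrings. A loss of Y in part of the tumor cells may explain the change, as a hypothesis from the data it was tested on. The control DNA of both arrays was female and holds no Y, and the Cy3 level of the Y probes is not given. The size of the change, and the 50.8% taken from it, therefore stay uncertain.

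Within Chr12, the 264 kb from 70827978 to 71092197 (NCBI37, 40 probes), which the paper does not discuss, had a ratio relative to the rest of the chromosome of −1.47 in the HCC of mouse 6240 labeled tumor 2 and of −0.83 in the HCC of mouse 6487. The 9 unaffected livers lay between −0.071 and 0.070 and the 8 other tumors between −0.089 and 0.060. The region was found by looking for windows lowered in tumors of different mice, a rule made after the values were seen. A variant carried by the mice is argued against, because the lower of the 2 own livers was at −0.070. Dim or outlying spots are argued against, because over the 38 bright probes the weaker loss was −0.83. Chance overlap of unrelated losses is argued against, because 0.0326 of 10000 random placements of the focal losses gave a window shared by tumors of different mice. A candidate explanation is a loss of this region that arose in each of the 2 tumors. The genes in the region were not analysed here.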

How the results depend on the processing

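Permutation within scan days and a linear model with the scan day were chosen after the data were seen.

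The 3 differences in Total CIN, those of Chr15, Chr16 and Chr18 in 3 comparisons, and the 3 counts of autosomes past the threshold gave 292 values under the alternatives, of which 232 kept their direction and their side of the threshold (for counts, stayed within 1.5 times). Of the other values, 30 kept their direction but were no longer past the threshold, 4 came past it, 8 changed sign and 18 were counts that moved. The other 30 results, for single autosomes, gave 598 values: 488 kept direction and side, 85 lost the threshold, 5 came past it and 20 changed sign. Under 7 settings all 45 results kept both: the deposited table of all samples, centring on the autosomal mean or on the median of the chromosome medians, the chromosome median, outlier spots kept, only probes well above background, and without probes beyond 0.3 in the livers.

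Total CIN was higher in HCA than in unaffected liver by 1.26 to 2.78 and in HCC by 0.859 to 2.10, past the threshold in each setting that gave a value except exact sign flips. Between HCC and HCA it was −0.87 to −0.14 and never past it; with the scan day in a linear model it was −1.0. Chr15 kept its direction in all 3 comparisons. Limma gave no value for Total CIN, a replicate block none for HCC against HCA, whose mice differ, and the planned background corrections of mean signals were run on median signals.

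With the mouse as a replicate block by exact sign flips, nothing can come past the threshold with 4 or 5 mice (smallest p 0.125 and 0.0625), so the losses follow from the construction: Total CIN in HCA (2.78) and HCC (1.48), Chr15 in HCA (0.39) and HCC (0.17), Chr16 in HCA (0.16) and HCC (0.24) and Chr18 in HCA (0.20), all against unaffected liver as below, with counts of 0 and 0 (0 and 0 also at an unadjusted p under 0.05). With this block in limma, which can reach the threshold, Chr15 in HCC (0.17), Chr16 in HCA (0.16) and HCC (0.22) and Chr18 in HCA (0.20) lost it, and the count in HCA was 7. For the settings that follow the cause was not tested, except where given.

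In limma with 3 groups, Chr16 in HCA (0.19) and HCC (0.20) and Chr18 in HCA (0.18) lost the threshold, Chr15 between HCC and HCA (−0.18) came past it, and the counts were 8 in HCA and 5 between HCC and HCA. With the scan day as a block in limma, Chr16 in HCA (0.22) and HCC (0.19) and Chr18 in HCA (0.20) lost it, the count in HCA was 8, and the differences between HCC and HCA in Chr16 (−0.023), Chr12 (−0.045) and Chr14 (−0.00094) changed sign. Under the paper's test, Chr15 between HCC and HCA (−0.18) and Chr18 in HCC (0.17) came past the threshold, with a count of 4 between HCC and HCA. In the exact Mann-Whitney test (differences in medians), Chr16 in HCA (0.14) and HCC (0.10) lost it, the count between HCC and HCA was 0 (4 unadjusted), and Chr16 (−0.036) and Chr1 (0.048) between HCC and HCA and Chr4 in HCA (2.5e-05) changed sign.

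With normexp background correction, Chr15 (0.13) and Chr16 (0.13) in HCC and Chr18 in HCA (0.13) lost the threshold, the counts were 0 in HCC (5 unadjusted) and 0 between HCC and HCA (3 unadjusted) in exact permutation tests, and Chr18 (0.026) and Chr14 (−0.046) between HCC and HCA and Chr4 in HCA (0.026) and HCC (0.0018) changed sign. Without background correction Chr18 (0.035) and Chr12 (−0.0049) between HCC and HCA and Chr4 in HCA (0.0039) changed sign, as did Chr4 in HCA (0.0039) with loess. Without centring, Chr16 in HCA (0.17) lost the threshold, the count between HCC and HCA was 0 (4 unadjusted), and Chr18 (0.033), Chr4 (0.038) and Chr13 (0.035) between HCC and HCA and Chr4 in HCC (0.0058) changed sign. Centred on all probes, Chr16 in HCA (0.18) lost it, the count between HCC and HCA was 0 (6 unadjusted), and Chr18 (0.0099), Chr4 (0.015) and Chr13 (0.012) between HCC and HCA changed sign.

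With the HCCs of mouse 6240 averaged, Chr18 in HCC (0.15) came past the threshold, the counts were 10 in HCC and 0 between HCC and HCA (4 unadjusted), and Chr12 between HCC and HCA (−0.0050) changed sign. Among females, with fewer samples, Chr15 in HCC (0.26) and Chr16 in HCA (0.16) and HCC (0.28) lost it, the counts were 0 in HCC (6 unadjusted) and 0 between HCC and HCA (0 unadjusted), and Chr18 (0.040), Chr13 (0.10) and Chr14 (−0.055) between HCC and HCA changed sign. In exact permutations within scan days, with fewer splits, Chr15 in HCC (0.17) and Chr16 in HCA (0.20) and HCC (0.20) lost it, the counts were 0 in HCC (4 unadjusted) and 0 between HCC and HCA (0 unadjusted), where 3 splits allow no p under 0.333, and Chr16 (−0.14), Chr12 (−0.18) and Chr14 (−0.030) between HCC and HCA changed sign.

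With single samples left out, the values were 0.087 to 0.27 for Chr16 in HCA, 0.11 to 0.24 for Chr16 in HCC and 0.076 to 0.22 for Chr18 in HCC, which crossed the threshold under 5 of 13, 6 of 15 and 3 of 15 such settings. Between HCC and HCA, signs changed in ranges of −0.084 to 0.11 for Chr16, −0.11 to 0.037 for Chr18, −0.11 to 0.023 for Chr1, −0.041 to 0.011 for Chr4, −0.023 to 0.074 for Chr12, −0.052 to 0.024 for Chr13 and −0.075 to 0.052 for Chr14, and the count was 0 in all 10 settings (3 to 5 unadjusted, exact permutation test). Chr4 in HCA ran from −0.029 to 0.024.

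Against other splits of the same samples, chance can be excluded for the counts of autosomes of HCA and of HCC against unaffected liver; for HCC against HCA it can be at a share of 0.05, although 1 other split drawn gave as many. At other cut-offs, the median number of whole-chromosome events was 5.5 in HCA, 4 in HCC and 0 in unaffected liver at 0.2, and 1, 0.5 and 0 at 0.4. Signal over background limits the size of the ratios: the median Cy5 signal was 1.94 to 2.93 times the background in HCA, and without background correction the difference in Total CIN between HCA and unaffected liver was 1.26 against 2.50.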

Differences from the paper's values

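The value that the paper states in its text for whole-chromosome events per HCC matched the median here, for another set of tumors. The group means of Total CIN read by eye from Fig. 6B were within 1.5 times the means here, the limit set for a difference in value, but for both tumor types they lay outside the range of the samples here. The differences below concern rankings and marks. The paper's figure holds more samples of each group than the 4 HCAs, 6 HCCs and 9 unaffected livers used here.

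The paper ranks HCC above HCA in Total CIN, with means of about 3.3 in HCC and about 2.3 in HCA (Fig. 6B, read by eye). Here Total CIN was 2.36 in HCC (1.15 to 3.09) and 3.18 in HCA (2.84 to 4.09), a difference of −0.82 (exact permutation test, p = 0.157). None of the settings run gave HCC the higher value: the difference was −0.87 to −0.14 over the alternatives, −0.96 to −0.51 with each tumor left out in turn, and −1.0 with the scan day in a linear model, which was chosen after the values were seen.

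The paper describes the signals of Chr15, Chr16 and Chr18 as weaker in HCA than in HCC. Here 1 of the 3 chromosomes was lower in HCA: Chr16, at 0.14 in HCA and 0.16 in HCC. Its sign changed under 3 of 19 alternatives and in 3 of 10 settings with 1 tumor left out. These alternatives were the exact Mann-Whitney test (−0.036, in medians), the scan day as a block in limma (−0.023) and permutation within scan days (−0.14). Chr15 was 0.39 in HCA and 0.21 in HCC, and no setting reversed this. Chr18 was 0.24 and 0.23. Chr18 was weaker in HCA, as in the paper, with normexp background correction (0.026), without background correction (0.035), without centring (0.033), centred on all probes (0.0099), among females (0.040), and without HCA replicate 1 (mouse 2430) or the HCC of mouse 6240 labeled tumor 4, of mouse 6565 or of mouse 6602 (0.0027 to 0.037). None of these differences between HCC and HCA was past the threshold in the exact permutation test; Chr15 was past it, lower in HCC, in limma with 3 groups and under the paper's test.

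The table of Fig. 6A marks Chr1, Chr14 and Chr18 as different between HCC and unaffected liver. Here none of the 3 was past the threshold (exact permutation tests, 0.12, 0.087 and 0.17, adjusted p = 0.0944, 0.0957 and 0.0957). Chr1 and Chr18 were past it under the paper's test, and Chr1, Chr14 and Chr18 with the HCCs of mouse 6240 averaged. Chr1 was also past it without the HCC of mouse 6240 labeled tumor 2, without the HCC of mouse 6487 or without the unaffected liver of mouse 6240; Chr14 without the HCC of mouse 6240 labeled tumor 2 or without that of mouse 6602; and Chr18 without the HCC of mouse 6240 labeled tumor 4, without that of mouse 6565 or without the unaffected liver of mouse 6240. The other 5 autosomes marked for this comparison were past the threshold here.

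The same table marks Chr12 and Chr14 as different between HCC and HCA. Here the differences were 0.019 and 0.0068 (exact permutation tests, adjusted p = 0.967 for both), and no setting brought either past the threshold.

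Some autosomes without a mark in the table were past the threshold here. Between HCA and unaffected liver there were 12 (Chr1, Chr2, Chr3, Chr5, Chr6, Chr8, Chr9, Chr10, Chr11, Chr16, Chr17 and Chr18), besides the 3 that the table marks. Between HCC and unaffected liver it was Chr12 (−0.22, adjusted p = 0.0114 in the exact permutation test; over the alternatives from 6.04e-05 to 0.198), and between HCC and HCA Chr8 (−0.21) and Chr10 (0.18).

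As in the table, these were not past the threshold under other settings. Chr8 and Chr10 between HCC and HCA were not with normexp, without centring, centred on all probes, in the exact Mann-Whitney test, with the HCCs of mouse 6240 averaged, among females, in exact permutations within scan days (chosen after the values were seen), or with any 1 tumor left out. Among females, within scan days or with 1 tumor left out, fewer splits raise the smallest p, so the loss of Chr8 and Chr10 was likely beforehand. Chr12 in HCC was not past the threshold with normexp, among females, by exact sign flips or within scan days. Within scan days it held the smallest p that the days allow (exact permutation, p = 0.00265, adjusted p = 0.0503). In HCA, none of the 12 was by exact sign flips; Chr1, Chr2, Chr6, Chr11 and Chr18 were not with normexp; Chr6 was not without background correction or with loess; Chr2, Chr5, Chr6, Chr16 and Chr17 were not without centring; Chr2, Chr16 and Chr17 were not when centred on all probes; Chr2, Chr11, Chr16 and Chr17 were not in the exact Mann-Whitney test; Chr2, Chr5, Chr6, Chr11, Chr16, Chr17 and Chr18 were not in limma with 3 groups or with the scan day as a block, nor were these 7 and Chr8 with the mouse as a block; Chr2, Chr5, Chr6, Chr11 and Chr17 were not under the paper's test; Chr2, Chr6 and Chr16 were not among females; and Chr5, Chr11, Chr16 and Chr17 were not within scan days. With single samples left out, Chr2, Chr6, Chr11, Chr16 and Chr17 were not under 3, 1, 3, 5 and 3 of 13 such settings.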

Other observations

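The tests of Total CIN by scan day and by shared genotypes, of probe noise, of the region on Chr11 and of the profiles against the own livers were chosen after the result was seen; the comparison of Total CIN between HCC and HCA, over all samples and among females, was planned, and its use to weigh explanations was chosen after the result was seen.

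Total CIN was higher in HCA than in HCC (difference −0.82). Chance stays open (exact permutation test, p = 0.157). Probe noise gave a sum of at most 0.0609 over the 19 arrays, which cannot judge a difference between tumors, so this decides nothing. Sex of the mice stays open: among females the difference was −0.75 (SE 0.483, exact permutation test, p = 0.143), which keeps most of its size but is within 2 SE of 0. The SE counts the 3 HCCs of females as independent, although they came from 2 mice. Scan day stays open: with the day in a linear model of all 19 arrays the difference was −1.0 (SE 0.496), which kept its size. Its 95% interval (−2.06 to 0.065), however, holds 0. This interval took the place of a limit of 2 SE, which the difference just passed, after the value was seen. On the 1 day with both tumor types the difference was −0.25, with 1 HCC and 2 HCAs. Trp53 genotype and tumor type cannot be told apart, because 0 genotypes were shared. The share of tumor cells in the samples was not analysed here.

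Across the 19 autosomes, the mean differences from unaffected liver were correlated between HCA and HCC (r = 0.822), with the same sign in 13 of 19. Both differences are taken against the same livers, which by itself makes them alike: in 10000 simulated sets of groups without a change, the median correlation was 0.388 and a share of 0.174 was as high as the real one. Shared livers as the whole cause are argued against by the differences from the own livers, since 0 mice had both tumor types: the correlation was then 0.791, with the same sign in 14 of 19 autosomes (exact sign flips of the mice, p = 0.0117). A common set of changes in HCA and HCC stays open, as does a technical trend alike in all tumor samples, which was not tested.

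The unaffected liver of mouse 6240 had a Total CIN of 1.57, higher than the next liver by 0.567. Waves along the chromosomes are argued against: the spread shared by neighbouring windows was 0.0374 in this liver and 0.0235 to 0.0494 in the 8 others. Tumor cells in the sample stay open, since the chromosome profile of the liver had a correlation of 0.218 with the HCC of the mouse labeled tumor 2 and of 0.156 with tumor 4, against 0.025 to 0.155 with HCCs of other mice, a margin too small to decide. Probe noise gave a sum of 0.0609 in this liver, which cannot judge a distance between single samples. The spread of the ratios of neighbouring probes was the highest of the 19 arrays (0.42, against a median of 0.24). No biological explanation was tested.

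The chromosome profiles of the 2 HCCs of mouse 6240 had a correlation of −0.12, the lowest of the 15 pairs of HCCs; the 14 pairs from different mice ran from 0.015 to 0.72 with a median of 0.49. A sample of another mouse is argued against, because over probes that differ between livers the lower of their correlations with the own liver was 0.784. Probe noise (a sum of at most 0.0498 in the 2 arrays) cannot be set against a difference between single tumors. Separate origins of the 2 tumors are a hypothesis that was not tested.

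On Chr11, the 122 kb from 70985031 to 71107103 (NCBI37, 11 probes) differed between unaffected livers, with mean ratios of −1.47 in the 2 Trp53 f/f livers, 2.18 in the 2 Trp53 f/+ livers, 2.84 in the 2 R246S livers of females and 0.89 in the 3 R246S livers of males. A variant present before the tumors may explain this: tumors and their own livers differed by a median of 0.262 and at most 0.908, against a range of 4.46 over the livers. Control DNA that differs between the sexes may add to it, since R246S livers of females and males differed by 1.95.

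Whole-chromosome events, counted as mean ratios beyond 0.3, had a median of 2 per HCC (range 1 to 5), 2 per HCA (1 to 7) and 0 per unaffected liver (0 to 0). Of the 11063 windows, the median number beyond 0.3 against the own liver and the rest of the chromosome was 68.5 per HCC (6 to 193) and 12 per HCA (1 to 136), so the groups overlap. With 1 tumor left out the median was 36 to 101 in HCC (36 without the HCC of mouse 6602, of mouse 6487 or of mouse 6240 labeled tumor 4) and 8 to 16 in HCA. Beyond 0.5 it was 3 in both, and 2 to 4 in HCC and 1 to 5 in HCA with 1 tumor left out. In the HCA of mouse 5901, the windows beyond 0.5 lay in Chr6 from 41043508 to 41354379 (2 windows) and Chr14 from 54304425 to 54746960 (3 windows). From aCGH of the TCR loci on Chr14 and Chr6, the paper infers that its T-ALLs were clonal. Whether these windows overlap those loci was not analysed, so T-cell DNA in this HCA stays open. The difference between the tumor types was not tested. Breaks within chromosomes were called in the HCA of mouse 5884 (Chr3, Chr6 and Chr8) and in the HCCs of mice 6487 (Chr2), 6565 (Chr9) and 6602 (Chr2, Chr5 and Chr12), and in 0 of the 9 livers. Among the segments were Chr2 from 159141984 to 174983506 (0.51) in the HCC of mouse 6487, Chr2 from 154650032 to 181599525 (0.33) in that of mouse 6602, Chr9 from 20744985 to 110465474 (−0.30) in that of mouse 6565, and Chr6 from 73531224 to 78320612 (−0.51) in the HCA of mouse 5884, singled out after their values were seen. On Chr7, the window from 26735404 to 27057266 changed by −0.75 in the HCC of mouse 6642 and by 0.53 in the HCA of mouse 6199.

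The 10 windows with the largest change against the own liver were, besides the 3 of the HCC of mouse 6487 and the 2 of the HCC of mouse 6240 labeled tumor 2 between 70827978 and 71213857 of Chr12 (−0.70 to −1.45), the neighbouring window of the HCC of mouse 6487 (−0.68), the Chr7 window of the HCC of mouse 6642, a window of Chr2 from 161570603 to 161719875 in the HCC of mouse 6487 (0.72) and 2 windows of Chr6 between 75971909 and 76871511 in the HCA of mouse 5884 (−0.69 and −0.67).

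For HCCs of its Figure 5, the paper describes loss of Chr4, Chr12 and Chr13 and gain of Chr15. In the 6 HCCs here, which carried Trp53 R246S, Chr4 was −0.087 ± 0.053 (SD), against −0.070 ± 0.044 in the 9 unaffected livers, and its difference from them (−0.017) changed sign with normexp and without centring (0.0018 and 0.0058). Chr12 and Chr13 were lower and Chr15 higher than in the livers.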
